# Extensive evaluation of ATAC-seq protocols for native or formaldehyde-fixed nuclei

**DOI:** 10.1186/s12864-021-08266-x

**Published:** 2022-03-17

**Authors:** Hao Zhang, Michael E. Rice, Joseph W. Alvin, Dominique Farrera-Gaffney, James J. Galligan, Michael D. L. Johnson, Darren A. Cusanovich

**Keywords:** ATAC-seq, Chromatin accessibility, Quality control, Transcription factor, Tn5

## Abstract

**Background:**

The “Assay for Transposase Accessible Chromatin sequencing” (ATAC-seq) is an efficient and easy to implement protocol to measure chromatin accessibility that has been widely used in multiple applications studying gene regulation. While several modifications or variants of the protocol have been published since it was first described, there has not yet been an extensive evaluation of the effects of specific protocol choices head-to-head in a consistent experimental setting. In this study, we tested multiple protocol options for major ATAC-seq components (including three reaction buffers, two reaction temperatures, two enzyme sources, and the use of either native or fixed nuclei) in a well-characterized cell line. With all possible combinations of components, we created 24 experimental conditions with four replicates for each (a total of 96 samples). In addition, we tested the 12 native conditions in a primary sample type (mouse lung tissue) with two different input amounts. Through these extensive comparisons, we were able to observe the effect of different ATAC-seq conditions on data quality and to examine the utility and potential redundancy of various quality metrics.

**Results:**

In general, native samples yielded more peaks (particularly at loci not overlapping transcription start sites) than fixed samples, and the temperature at which the enzymatic reaction was carried out had a major impact on data quality metrics for both fixed and native nuclei. However, the effect of various conditions tested was not always consistent between the native and fixed samples. For example, the Nextera and Omni buffers were largely interchangeable across all other conditions, while the THS buffer resulted in markedly different profiles in native samples. In-house and commercial enzymes performed similarly.

**Conclusions:**

We found that the relationship between commonly used measures of library quality differed across temperature and fixation, and so evaluating multiple metrics in assessing the quality of a sample is recommended. Notably, we also found that these choices can bias the functional class of elements profiled and so we recommend evaluating several formulations in any new experiments. Finally, we hope the ATAC-seq workflow formulated in this study on crosslinked samples will help to profile archival clinical specimens.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08266-x.

## Background

In the nuclei of eukaryotes, a fine balance has to be struck between compressing the genome to fit within strict size constraints and allowing functional elements to interact with transcription factors and effect the varied transcriptional profiles of distinct cell types present in the body [1, 2]. The end result of this balance is that most of the genome is tightly wound into nucleosomes, while some regions are left accessible to interact with proteins. Importantly, the specific regions of DNA that are made accessible change across cell types. Several assays have been developed to measure this accessibility genome-wide, including deoxyribonuclease I sequencing (DNase-seq, [3]), micrococcal nuclease sequencing (MNase-seq, [4]), and more recently the “Assay for Transposase Accessible Chromatin sequencing” (ATAC-seq, [5]). Due to lower input requirements and a simpler protocol, ATAC-seq in particular has become a popular choice to profile chromatin accessibility in a variety of settings (e.g. [6, 7]).

In ATAC-seq, nuclei are isolated and permeabilized with a detergent cocktail and then incubated with a hyperactive mutant of the Tn5 transposase to insert short oligos into the accessible regions of their chromatin and thereby simultaneously fragment DNA and “tag” the fragment ends with sequencing adapters (a process called “tagmentation”, [5]). Next, the tagmented DNA is purified, amplified, and then analyzed using next-generation sequencing. In generating and analyzing ATAC-seq data, there are a host of metrics that have been employed to evaluate data quality. During library generation, a critical step is the visualization of the amplified library either on a gel or capillary electrophoresis system (e.g. Agilent Bioanlayzer) to examine the fragment size distribution. Because Tn5 does not insert adapters into DNA wrapped around histones, ATAC-seq libraries will exhibit a characteristic nucleosomal periodicity in the fragment sizes representing successive integer numbers of nucleosomes. Too much smearing or a weak “ladder pattern” on the gel can be indicative of the disruption of chromatin integrity prior to tagmentation. Another quality control (QC) check prior to sequencing is the number of PCR cycles required to amplify the library. To avoid overamplification, the PCR reaction is usually monitored to determine the appropriate number of cycles on a real-time PCR instrument. A given sample source will generally have a consistent number of required cycles (assuming a set number of nuclei is used), and deviations from this cycle can be indicative of problems.

After sequencing, multiple data-based QC metrics have also been used to measure ATAC-seq library quality. Two commonly used metrics for quantifying signal-to-noise ratio are transcriptional start site (TSS) enrichment and fraction of reads in peaks (FRiP). The former parameter is calculated as the fold-enrichment of the peak of Tn5 insertion events near the TSS of genes genome-wide relative to the average read depth at some specified distance from the TSSs - typically 1000 or 2000 base pairs (bp) [8, 9]. The latter parameter is calculated as the fraction of all unique mapped reads that overlap some reference set of expected peaks of accessibility (this reference can be independently determined or can be identified based on the sample undergoing QC). Other metrics include a sub-nucleosomal score, which quantifies the enrichment of fragments smaller than 150 bp relative to fragments larger than 150 bp, since short fragments tend to exhibit a higher FRiP. Additionally, the percent of reads mapping to the mitochondrial genome (%mito) can be quite high depending on the protocol used. Therefore, %mito is often included as a way to measure the amount of data dedicated to chromatin accessibility versus mitochondrial coverage. Finally, the estimated library complexity is sometimes used as a proxy for enzyme efficiency.

Since 2013, when the original ATAC-seq assay was developed [5], several improvements (e.g. Omni-ATAC [10]) and variations (e.g. THS-seq [11]) have been published, including several versions with single-cell resolution [12–15]. Across this work, major components of the assay have been changed, including the lysis buffer used to isolate nuclei, the buffer used during enzymatic tagmentation of chromatin, the enzyme used (in addition to commercial enzyme, several methods for production of in-house enzyme have been published [16, 17]), and the temperature of the enzymatic reaction. There have even been modifications to work with formaldehyde-fixed samples (e.g. [18–21]). For example, ATAC-see [18] presents a protocol for fixed samples, though it was published before the Omni-ATAC modifications were implemented. In spite of all these variations, to date there has been no systematic evaluation of the effect of these different choices on the quality of the subsequent data. To fill those gaps, we evaluated the above ATAC components on both native and fixed nuclei head-to-head in a consistent experimental setting. This allowed us to directly observe the effects of individual choices and interactions between components. In addition, we explored the value of various quality control metrics in determining overall sample quality.

## Results

In order to systematically compare the effect on data quality for many of the possible ATAC protocol choices in both native and crosslinked nuclei, we performed an extensive set of ATAC-seq reactions varying several components while using a single human immortalized B cell line (GM12878). Parameters tested included three different tagmentation buffers - comparing the buffer described in the Omni-ATAC protocol ([10], referred to as “Omni”), the buffer described in the THS-seq protocol ([11], referred to as “THS”), and the buffer that is supplied with commercially available Tn5 from Illumina as a part of the Nextera kit (referred to as “Nextera”). All buffers were supplemented with the same reagents as stated in the Omni-ATAC recipe (i.e. PBS, digitonin, and NP-40). In addition, we tested the temperature of the enzymatic reaction (comparing 55 °C, which is recommended for Nextera reactions, with 37 °C, which has been adopted for most ATAC-seq protocols), the source of the enzyme (comparing the commercial enzyme with the enzyme produced in-house using a modification of the protocol in [16]), and the preparation of nuclei (comparing native with formaldehyde-fixed samples). In total, we sequenced 96 samples, testing 24 different combinations of assay conditions in quadruplicate (Fig. 1a). 

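GM12878 is a lymphoblastoid line, made by immortalizing B cells with Epstein-Barr virus. Each of the 24 conditions combined a buffer (Nextera, Omni or THS), a temperature (37 °C or 55 °C), an enzyme source (commercial or in-house) and a preparation of nuclei (native or fixed). According to the Methods, the 4 replicates came from independent cell stocks, and the native and fixed datasets shared those stocks, so replicate number could be used as a block. The authors trimmed the reads with Trimmomatic, aligned them to hg19 with Bowtie2, kept properly paired reads on assembled nuclear chromosomes, and removed duplicates with Picard. Their deposited table gives, for each of the 96 libraries, the raw count of deduplicated reads over each of 146339 common peaks, which have a median length of 353 bp. Deduplicated reads, taken from Table S1, ranged from 1762638 to 6867358 per library in native nuclei (median 4863361) and from 1092576 to 5357976 in fixed nuclei (median 2385429). Reads in the common peaks ranged from 352362 to 3867604 per library in native nuclei (median 1771797) and from 376217 to 1785914 in fixed nuclei (median 844498). In native nuclei treated in THS buffer at 55 °C, the median was 693719.5 reads in peaks, although the median of deduplicated reads was 5680157. Log2 changes of single peaks are therefore less precise in that group. Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR over the 72995 peaks of native nuclei, the 41134 of fixed nuclei or the 67214 of both together that passed its filter on low counts. A peak was said to rise or fall at an adjusted p below 0.05 and a change of at least 1.5-fold. Levels of single peaks are CPM of edgeR, after TMM normalization. Lists of genes of B cells, NF-kB signaling, interferon response, housekeeping and other tissues were fixed before the counts were seen, and a peak was assigned to a gene within 1000 bp of its transcription start site (TSS).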

The experiments were conducted simultaneously and all samples were sequenced to comparable depth (13 million - 27 million reads per sample, Fig. S1a) on a single run of an Illumina NextSeq and were processed through the same analysis pipeline (Methods).

**Fig. 1:**
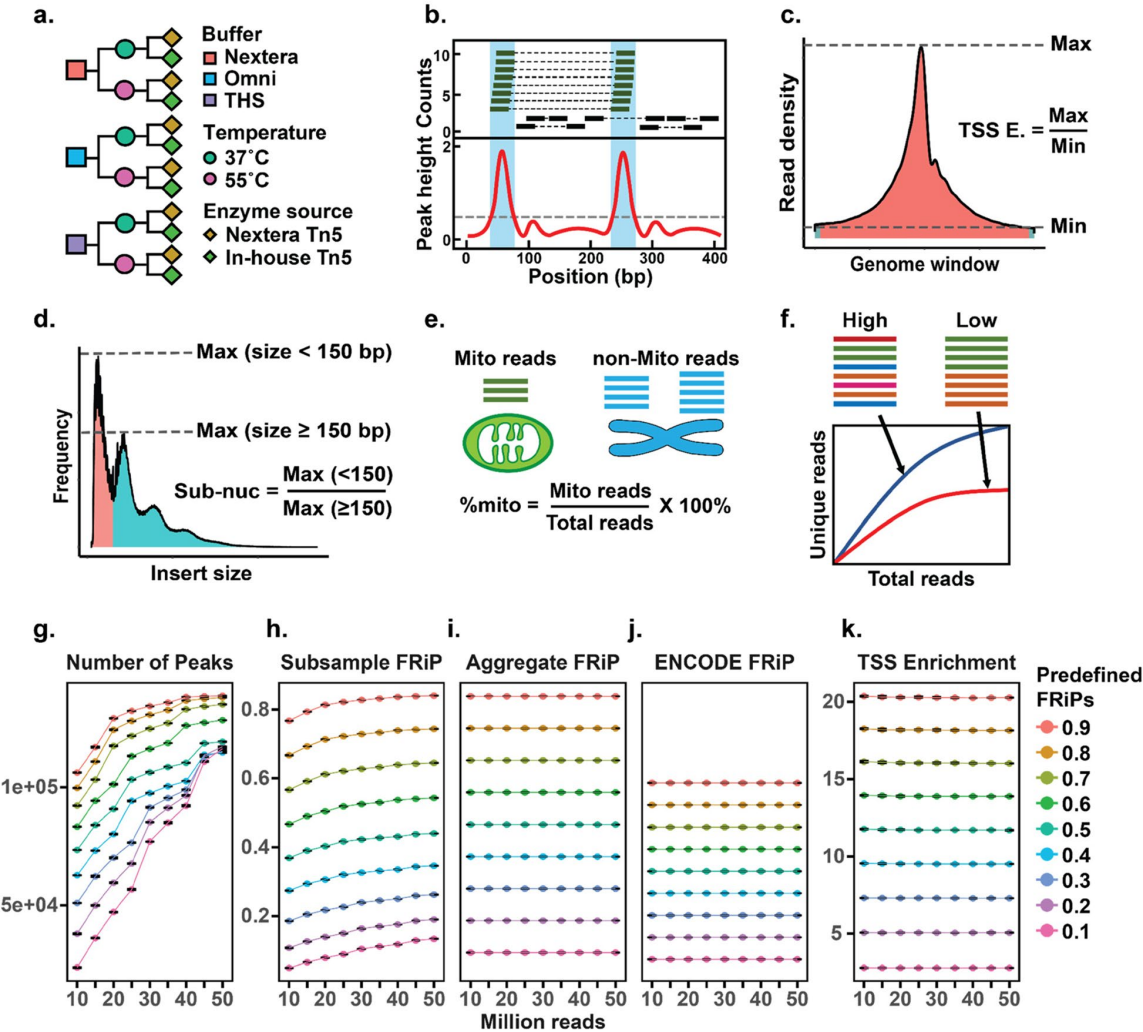
Study design schematics and evaluation of QC metrics in simulations. **a** Schematic showing all combinations of conditions tested, which included two Tn5 sources, three buffers, two temperatures all in both formaldehyde-fixed and native nuclei. **b**-**f** Schematics of main QC metrics, which included **b** FRiP, **c** TSS enrichment, **d** sub-nucleosomal score, **e** %mito, and **f** complexity (based on image from [22]). **g**-**k** Results of simulation study evaluating robustness of major QC measures. X-axes indicate the number of reads subsampled from a dataset that combined the two replicates of the GM12878 cell line from the original Omni-ATAC publication. Units of the y-axes are indicated above the plot. **h**-**j** share the same y-axis scale and units. For each subsample at a predetermined FRiP, we calculated the **g** number of peaks identified in the sample, the **h** subsample FRiP calculated on the sample, the **i** aggregate FRiP calculated using a peak set identified after aggregating all data, the **j** FRiP determined using the GM12878 DHS from ENCODE, and the **k** TSS enrichment. The dot indicates the mean of three replicate subsamples and the error bars reflect the min-max values at each simulated condition

### FRiP is highly dependent on the choice of peak set

In evaluating the quality of ATAC-seq libraries, several metrics are often reported in the literature. Five commonly used measures include: FRiP (Fig. 1b), TSS enrichment (Fig. 1c, Fig. S1b, c), sub-nucleosomal score (Fig. 1d, Fig. S1d, e), %mito (Fig. 1e), and library complexity (Fig. 1f, see Methods for the calculation procedures for each QC metric). While most of the quality metrics considered are inherently sample-specific (e.g. %mito) or are defined on invariant references (e.g. TSS enrichment), FRiP can be greatly affected by how peaks are defined, and there are examples of many different ways to do so in the literature. In many studies, the peaks used in calculating FRiP are determined directly from the data generated from that study itself (e.g. [10]). However, it may not be possible or practical to generate the high sequencing depth data required for well-defined peaks. To circumvent this issue, an independently determined set of peaks is employed in other studies as a “gold standard” (e.g. using pre-existing data from a DNase-seq study to evaluate ATAC-seq data [12]). While this approach is more conservative, an appropriate independent reference is not always available. Therefore, we decided to evaluate the effect of read depth on the measure of FRiP using different references relative to TSS enrichment and sub-nucleosomal score in a contrived situation in which we simulated specific signal-to-noise ratios. To do so, we downloaded a GM12878 ATAC-seq dataset (two replicates) from the original Omni-ATAC study [10] and divided the deduplicated reads (see Methods) into separate files depending on whether or not the read pair overlapped a peak set identified from the aggregated replicates. We then subsampled read pairs from these two files to create synthetic datasets with defined FRiPs (from 10 to 90%, in 10% increments) and read depths (from 10 million to 50 million mapped unique reads (i.e. 5 million to 25 million read pairs) in 5 million read increments), and repeated this downsampling strategy three times to generate three replicate datasets at each defined FRiP and read depth. For each of those synthetic datasets we first identified peaks from the subsampled data (Fig. 1g), and then calculated the FRiP using three different sets of reference peaks: 1) peaks identified in the same subsample (“subsample FRiP”, Fig. 1h); 2) the aggregate peak set called from the original data (“aggregate FRiP”, Fig. 1i); and 3) DNase I hypersensitive sites (DHS) defined by the ENCODE consortium on the same cell line [23] (“ENCODE FRiP”, Fig. 1j). In addition, the TSS enrichment (Fig. 1k) and sub-nucleosomal score (Fig. S2a) were also quantified for each subsample (see Methods for more details on the simulation strategy). Unsurprisingly, the aggregate FRiP, ENCODE FRiP, TSS enrichment, and sub-nucleosomal score are robust to read depth and precisely controlled by the defined FRiP of the simulated library (because reads are subsampled uniformly from the library). While the ENCODE FRiP was lower than aggregate FRiP across all simulations, it was consistently so (ENCODE FRiP is ~ 0.69 times the value obtained for the aggregate FRiP, Fig. S2b), suggesting that at sufficient sequencing depth aggregate and orthogonal peak references can be considered interchangeable. In contrast, the subsample FRiP is highly correlated with the library size (Fig. 1h), because the power to detect peaks is so dependent on read depth (Fig. 1g). Furthermore, the rate at which estimated FRiP scores decay at lower sequencing depth is not consistent for various inherent library FRiPs. As a result of these analyses, we used the DNase I hypersensitive sites to calculate the FRiP for the purposes of the ATAC-seq condition comparisons described below.

### Fixation and temperature have major effects on data quality

After generating libraries on all 24 conditions (in quadruplicate), we calculated the five major quality metrics on each of our samples (Fig. 2a-e, Table S1). Although we calculated these metrics with all available reads, subsampling to 1 M reads for each sample did not meaningfully affect the QC measures (data not shown), consistent with our simulations. In general, fixed samples had lower TSS enrichments (median 14.6 for native, median 9.0 for fixed), lower FRiPs (median 0.34 for native, median 0.26 for fixed), lower sub-nucleosomal scores (median 1.9 for native, median 0.7 for fixed), higher %mito (median 24% for native, median 46% for fixed), and lower complexities (median 44.1 million for native, median 19.3 million for fixed) than native samples. 

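Promoters lost accessibility relative to other regions in fixed nuclei. Of 15983 tested peaks within 1000 bp of a TSS, 9581 were lower and 944 were higher in fixed than in native nuclei by edgeR, with a median log2 change of -0.77. Of the 51231 other peaks, 16594 were higher and 7878 were lower, with a median of 0.25. Change fell with GC content among promoter peaks (r = -0.8461 across peaks, which are not independent) and among the others (r = -0.8451), from a median log2 change of 1.206 in the lowest to -1.764 in the highest bin of GC content, and whether promoters fell beyond their GC content was not tested. Of 22 peaks of housekeeping genes, 9 fell, none rose and 13 did not pass, with the same counts when adjusted over the list alone. The peak at the TSS of GAPDH, an enzyme of glycolysis (hg19 chromosome 12, 6642636 to 6644065), had 55.4 ± 24.5 CPM (SD, n = 48) in fixed nuclei and 107 ± 19.5 (SD, n = 48) in native nuclei, a log2 change of -1.05 (SE 0.053, adjusted p = 3.37e-62 in edgeR). Of 44 peaks of B cell genes, 19 fell and 3 rose, and of 31 peaks of NF-kB target genes 13 fell and 4 rose, again with the same counts when adjusted over each list alone. Among those that rose was a peak of HLA-DRA, which encodes the alpha chain of an MHC class II molecule (chromosome 6, 32407216 to 32408024), with 65.2 ± 12.4 CPM in fixed and 32.0 ± 10.8 in native nuclei (SD, n = 48 each; log2 change 1.07). NFKBIA, the gene of the main inhibitor of NF-kB, fell by 0.84 on the log2 scale at its promoter peak on chromosome 14. The strongest rise among peaks of at least median height lay 136613 bp from the nearest TSS, that of ZNF618, on chromosome 9 from 116500952 to 116501949 (log2 change 2.725, SE 0.162). The strongest fall was at the promoter of the ubiquitin ligase gene RNF144A on chromosome 2 (7057325 to 7058140), with a log2 change of -3.60 (SE 0.19). Libraries from fixed nuclei had 35.6% ± 2.34 of their deduplicated reads in the common peaks, compared to 41.8% ± 16.2 in native nuclei (SD, n = 48 each; two-sided permutation test, p = 0.0102, adjusted p = 0.0188 over 11 comparisons; adjusted p = 0.0667 without replicate 2). The direction depended on temperature. At 37 °C the share was 34.4% ± 2.34 in fixed and 55.6% ± 2.70 in native nuclei (SD, n = 24 each). At 55 °C it was 36.8% ± 1.69 in fixed and 28.0% ± 11.4 in native nuclei, with the widest gap in THS buffer (34.83 and 12.57%). In all, 17538 peaks rose and 17459 fell in edgeR. With the size factors of DESeq2 the median log2 change moved from 0.01 to 0.25, 24627 peaks rose and 13244 fell, and 8 NF-kB target peaks rose and 8 fell.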

We note that our %mito even with Omni buffer at 37 °C in native GM12878 nuclei is somewhat higher than the rate reported in the original Omni-ATAC protocol (median 9.5% in our experiment vs 2.0% in [10]). The temperature of the reactions had a noticeable effect on quality metrics as well (although the direction of effect was not always consistent between native and fixed samples). 

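Averaged over buffers, few peaks of B cell genes passed the threshold relative to other peaks when native nuclei were tagmented at 55 °C. Of 47 such peaks, 1 rose and 1 fell compared to 37 °C in edgeR, with the same counts when adjusted over the list alone, and their median log2 change was -0.17. None of 32 peaks of NF-kB target genes and none of 18 peaks of interferon response genes passed the criteria in edgeR or in DESeq2. CD74, the invariant chain of MHC class II, had 92.1 ± 18.7 CPM at 55 °C and 86.0 ± 17.0 at 37 °C (SD, n = 24 each; log2 change 0.09). Of 22 housekeeping peaks, 2 rose. A promoter peak of SYT1, the calcium sensor of synaptic vesicle release, which belongs to the neuronal list, rose from 9.15 ± 3.52 to 36.5 ± 29.1 CPM (SD, n = 24 each; log2 change 1.64, adjusted p = 3.90e-35 in edgeR). Its level at 55 °C was higher in THS buffer than in the other buffers. The 5 largest rises were in intergenic regions with 61.74 to 70.56% G and C, and 4 of them are also among the 5 largest rises of THS buffer over the other buffers at 55 °C. One, on chromosome 8 from 114645082 to 114646344, lies 195914 bp from the TSS of CSMD3, and its log2 change was 4.62 (SE 0.34). Another, on chromosome 6 from 96450014 to 96451006, is 12844 bp from the TSS of the fucosyltransferase gene FUT9 and had a log2 change of 4.48 (SE 0.30). Among the deepest falls was a peak in the untranslated region of the glutamate transporter gene SLC1A2 (chromosome 11, 35278839 to 35279249), with a log2 change of -1.85 (SE 0.33). These levels are shares of the reads in peaks, and that total itself differed: 28.0% ± 11.4 of deduplicated reads lay in the common peaks at 55 °C and 55.6% ± 2.70 at 37 °C (SD, n = 24 each; two-sided permutation test, p = 1e-05, the smallest that the permutations could give, adjusted p = 3.37e-05). Over all peaks, 9442 rose and 4253 fell. When counts were scaled by deduplicated reads instead, the median log2 change was -1.20, 4926 peaks rose and 60150 fell, and 46 of the 47 B cell peaks fell.

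**Figure D1:**
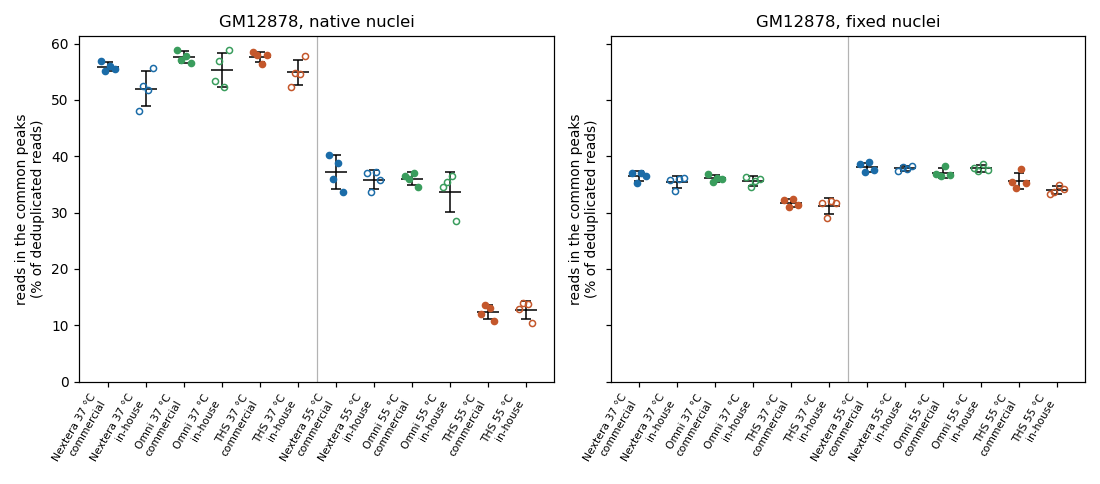
Share of deduplicated reads in the common peaks, in percent, for the 12 conditions of native nuclei and the 12 of fixed nuclei of GM12878. Each point is 1 replicate and each bar the mean ± SD (n = 4). Means of native conditions at 37 °C lie between 51.96 and 57.68%, whereas THS buffer at 55 °C gave 12.4% with the commercial and 12.7% with the in-house enzyme, and fixed conditions lie between 31.13 and 38.06%.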

In native samples, the higher temperature decreased the TSS enrichments (median 17.5 for 37 °C, median 13.0 for 55 °C, Fig. 2a left panel, Fig. S1b) and FRiPs (median 0.44 for 37 °C, median 0.26 for 55 °C, Fig. 2b left panel). In contrast, for fixed samples, the higher temperature increased TSS enrichments (median 7.2 for 37 °C, median 11.2 for 55 °C, Fig. 2a right panel, Fig. S1c) while not strongly affecting the FRiP at all (median 0.26 for 37 °C, median 0.28 for 55 °C, Fig. 2b right panel). 

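In fixed nuclei, tagmentation at 55 °C raised the accessibility of promoter peaks relative to other peaks, for the most part along with GC content: the difference of the medians was 1.027 on the log2 scale, and 0.1208 within bins of GC content. Of 12184 tested promoter peaks, 6884 rose and 345 fell compared to 37 °C in edgeR, with a median log2 change of 0.67, whereas of 28950 other peaks 1458 rose and 7862 fell, with a median of -0.36. Among housekeeping genes, 15 of 20 peaks rose and none fell, with the same counts when adjusted over the list alone. EEF1A1, an elongation factor of translation, rose from 88.3 ± 10.4 to 161 ± 29.8 CPM (SD, n = 24 each) at its promoter peak on chromosome 6 (74230497 to 74231650), a log2 change of 0.86 (SE 0.070, adjusted p = 1.13e-24 in edgeR). POLR2A, the largest subunit of RNA polymerase II, rose from 79.3 ± 11.2 to 138 ± 22.5 CPM on chromosome 17 (7387107 to 7388600), a log2 change of 0.80. Of 26 peaks of NF-kB target genes, 8 rose and 3 fell. NFKBIA rose with a log2 change of 1.06 (SE 0.088), while a peak of BCL2A1, which encodes an inhibitor of apoptosis, fell with a log2 change of -0.64. Peaks of B cell genes were split, with 9 of 30 higher and 2 lower, and of 14 peaks of interferon response genes 5 rose. Counts for these 3 lists were unchanged when adjusted over the list alone. The promoter of ADI1, an enzyme of methionine salvage, showed the largest rise among peaks that share no sequence with the mitochondrial genome (chromosome 2, 3522483 to 3523717; 112.5 ± 24.5 at 55 °C and 18.0 ± 5.08 CPM at 37 °C, SD, n = 24 each; log2 change 2.66). Peaks that hold nuclear copies of mitochondrial sequence rose as well, such as one on chromosome 17 from 22020595 to 22020912 near MTRNR2L1 (log2 change 2.39), while the mean %mito of Table S1 was 57.8% at 55 °C and 24.3% at 37 °C. The deepest fall was on chromosome 21 from 9826736 to 9827352, with 188 ± 44.5 CPM at 55 °C and 567 ± 72.1 at 37 °C (log2 change -1.61). Across all peaks, 8342 rose and 8207 fell. Reads in peaks made up 36.8% ± 1.69 of deduplicated reads at 55 °C and 34.4% ± 2.34 at 37 °C (SD, n = 24 each; two-sided permutation test, p = 0.00029, adjusted p = 0.000638), a difference that did not pass once the top 1% of peaks was left out (adjusted p = 0.127). The effect of temperature on this share differed by 29.9 percentage points between fixed and native nuclei (permutation p = 1e-05, the smallest possible). Peak by peak, the effect of temperature on 8143 of 15983 promoter peaks was more positive in fixed than in native nuclei, and on 117 more negative.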

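No accessible region passed the criteria between Omni buffer and Nextera buffer. The count was 0 of 72995 tested peaks in native nuclei, in edgeR and in DESeq2, with 3617 peaks at an unadjusted p below 0.05 in edgeR. In fixed nuclei the count was also 0 in both tools over 41134 peaks, with 1490 at an unadjusted p below 0.05. In data simulated from the native libraries, with changes added to 200 peaks, the same test recovered 61.19% of 2-fold and 16.42% of 1.5-fold changes, so smaller differences may have gone undetected. The share of reads in peaks was 45.7% ± 11.4 in Omni and 45.2% ± 9.35 in Nextera buffer in native nuclei (SD, n = 16 each; two-sided permutation test, p = 0.9015). That test leaves the difference between temperatures in the spread. Omni buffer had the higher mean at 37 °C (56.46% ± 2.423 against 53.93% ± 2.978) and the lower at 55 °C (34.87% ± 2.739 against 36.53% ± 2.324; SD, n = 8 each). These differences at each temperature were not tested. In fixed nuclei the share was 36.66% ± 1.11 in Omni and 36.97% ± 1.33 in Nextera buffer (SD, n = 16 each; p = 0.482 by the same permutation test, adjusted p = 0.589). Nuclei in THS buffer at 37 °C were compared with those in both other buffers together. In native nuclei, 6 of 22 peaks of housekeeping genes rose, none fell and 16 did not pass, with the same counts when adjusted over the list alone, and 4 rose with the size factors of DESeq2. POLR2A rose from 82.4 ± 12.6 (SD, n = 16) to 154 ± 10.8 CPM (SD, n = 8), a log2 change of 0.91 (adjusted p = 1.33e-25 in edgeR). The promoter of RELB, a subunit of NF-kB (chromosome 19, 45504411 to 45505640), had a log2 change of 1.06 (SE 0.089), and that of AXIN1, a scaffold of the complex that degrades beta-catenin (chromosome 16, 402180 to 403317), one of 1.71 (SE 0.0995). The deepest falls were near RGS2, a regulator of G protein signaling (chromosome 1, 192776099 to 192776981; log2 change -1.25), and in an intron of TLL1, a gene of an extracellular protease (log2 change -1.25). Over all peaks 1455 rose and 1027 fell, but 959 rose and 1904 fell with the size factors of DESeq2, where the median log2 change was -0.13 in place of -0.06. Among promoter peaks more rose than fell under both scalings, with 915 higher and 69 lower, or 576 higher and 143 lower. In fixed nuclei few peaks passed between THS buffer and the others. At 37 °C 12 rose and 1 fell, and the 5 with the largest rises, among them 1 on chromosome 1 from 567413 to 567748 (1699 ± 308 CPM, SD, n = 8, and 695 ± 103, n = 16), all share sequence with the mitochondrial genome. At 55 °C 2 rose and 3 fell in fixed nuclei. Simulated changes of 1.5-fold were recovered at 25.37% at 37 °C and 10.45% at 55 °C, and those of 2-fold at 71.64 and 47.76%, so that many changes of this size would be missed. These libraries had a lower share of reads in peaks in THS buffer, 31.5% ± 1.07 against 35.9% ± 0.879 at 37 °C and 34.8% ± 1.38 against 37.7% ± 0.735 at 55 °C (SD, n = 8 and 16; exact permutation tests, two-sided, p = 1.36e-06 and p = 1.22e-05). Scaled by deduplicated reads, the split in fixed nuclei became 10 higher and 328 lower at 37 °C and 1 higher and 28 lower at 55 °C, with medians of -0.22 and -0.13. In native nuclei at 37 °C the share was 56.3% ± 2.16 in THS buffer and 55.2% ± 2.93 in the others (SD, n = 8 and 16; exact permutation test, p = 0.368).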

Considering the choice of buffer, Omni buffer and Nextera buffer generally performed similarly, while THS buffer had distinct consequences on quality metrics. This was particularly true in native samples at 55 °C, where THS buffer resulted in significantly lower FRiPs (*p* = 1.7 × 10^− 10^ for THS vs Nextera, and *p* = 1.1 × 10^− 9^ for THS vs Omni) and TSS enrichments (*p* = 3.3 × 10^− 8^ for THS vs Nextera, and *p* = 6.2 × 10^− 12^ for THS vs Omni) than the other two buffers. 

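The 5 largest rises in THS buffer at 55 °C in native nuclei were at intergenic regions, and most peaks of B cell genes did not pass, with 8 of 47 lower and none higher (the same counts when adjusted over the list alone). In simulated data for this comparison, 5.97% of 1.5-fold and 29.85% of 2-fold changes were recovered, so many changes of this size would be missed. The peak with the largest rise lies in a gene desert on chromosome 6, from 95071051 to 95072222, 941745 bp from the TSS of EPHA7, an ephrin receptor of the developing nervous system. It had 96.1 ± 21.4 CPM in THS buffer (SD, n = 8) and 2.45 ± 1.42 in Nextera and Omni buffer (SD, n = 16), a log2 change of 5.17 (SE 0.23, adjusted p = 2.21e-76 in edgeR). Another, on chromosome 1 from 187584940 to 187586325 and 786859 bp from the TSS of PLA2G4A, a phospholipase gene, had a log2 change of 4.84 (SE 0.22). SYT1, of the neuronal list, rose from 17.3 ± 3.66 to 74.97 ± 14.8 CPM on chromosome 12 (79257263 to 79258933; log2 change 2.12, SE 0.16). A peak of the liver gene APOB, which encodes an apolipoprotein, rose with a log2 change of 1.52, and 1 of the myeloid gene CD14, a receptor for bacterial lipopolysaccharide, with 0.60. Of 32 peaks of NF-kB target genes 5 fell, and of 18 of interferon response genes 3 fell, or 5 and 2 when adjusted over the list alone, and none rose. CD74 had a log2 change of -0.40 and POLR2A of -0.41, neither of which reached 1.5-fold. Among the deepest falls was the peak in the untranslated region of SLC1A2, from 6.31 ± 2.27 to 0.552 ± 1.09 CPM (SD, n = 16 and 8; log2 change -4.39, SE 0.84). Over all 72995 peaks, 11300 rose and 6882 fell. With the size factors of DESeq2, 13130 rose and 3131 fell, with a median log2 change of 0.07 in place of -0.11, and 2 peaks each of the B cell and NF-kB lists fell. Scaled by deduplicated reads, 7235 rose and 59494 fell, with a median of -1.64. The share of deduplicated reads in the common peaks was 12.6% ± 1.36 in THS buffer (range 10.36 to 13.97%) and 35.7% ± 2.60 in the others (range 28.49 to 40.27%; SD, n = 8 and 16; exact permutation test over 735471 splits, two-sided, p = 1.36e-06, the smallest possible, adjusted p = 7.48e-06).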

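Few accessible regions passed the threshold between the 2 sources of the enzyme. In native nuclei 2 of 72995 peaks rose with the in-house enzyme and none fell in edgeR, with 5906 peaks at an unadjusted p below 0.05. No peak passed in DESeq2. One of the 2 lies in an intron of MIPEP, a mitochondrial peptidase gene, on chromosome 13 from 24345650 to 24346192, with 12.6 ± 4.21 CPM with the in-house and 9.59 ± 5.89 with the commercial enzyme (SD, n = 24 each; log2 change 1.33, adjusted p = 0.0438 in edgeR). In fixed nuclei 1 peak rose in both tools, of 2264 at an unadjusted p below 0.05. In simulated data the test recovered 85.07% of 2-fold and 35.82% of 1.5-fold changes between the enzymes in fixed nuclei, so smaller changes may be missed, and native nuclei were not simulated. Reads in peaks made up 40.8% ± 15.8 of deduplicated reads with the in-house and 42.8% ± 16.8 with the commercial enzyme in native nuclei (SD, n = 24 each; two-sided permutation test, p = 0.663, adjusted p = 0.729). That test leaves the differences between buffers and temperatures in the spread. The in-house enzyme gave the lower mean in each of the 4 replicate numbers and in 5 of 6 conditions, and with labels permuted within each buffer and temperature, a test chosen after the values had been seen, p was 0.00188 (adjusted p = 0.00295). In fixed nuclei these shares were 35.3% ± 2.51 and 35.9% ± 2.17 (SD, n = 24 each; permutation test, p = 0.428, adjusted p = 0.588; within buffer and temperature, p = 0.0534, adjusted p = 0.0735).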

In general, the choice of enzyme had a minimal impact on quality metrics relative to the other components (Fig. S3). When testing each of the metrics across all native or fixed samples, the only significant association with enzyme source was a slight increase in complexity for native nuclei with in-house enzyme relative to commercial enzyme (fold-change = 1.24, *p* = 0.0071).

**Fig. 2:**
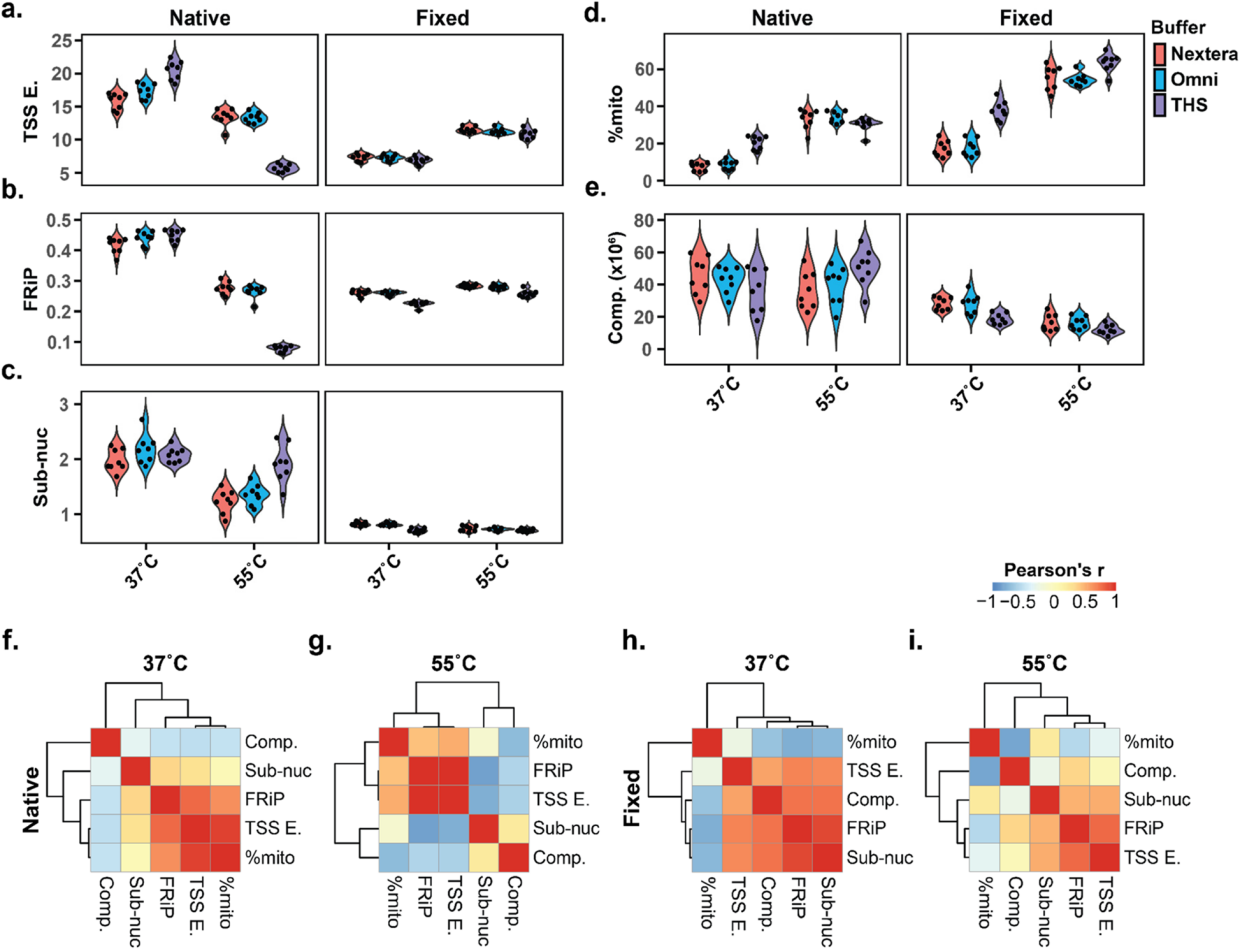
QC measures calculated for all conditions. **a**-**e** Individual metrics calculated for all 96 samples. These include **a** TSS enrichment, **b** FRiP calculated using ENCODE DNase I hypersensitive sites as the reference peaks, **c** Sub-nucleosomal score, **d** %mito, and **e** complexity. **f**-**i** Heatmaps of correlations among all 5 QC measures for **f** native samples at 37 °C, **g** native samples at 55 °C, **h** fixed samples at 37 °C, and **i** fixed samples at 55 °C

Having generated data on so many conditions in a controlled experiment, we took the opportunity to evaluate correlations among all five QC parameters pairwise across the samples. While we could observe metrics that were correlated, the same correlations were not maintained between both native and fixed samples (Fig. S4), and the observed correlation structure changed when we considered just samples processed at the same temperature (Fig. 2f-i). For example, TSS enrichment and FRiP are the two most correlated factors at 55 °C in both native and fixed nuclei (*r* = 0.99 for native at 55 °C, *r* = 0.80 for fixed cells at 55 °C, Fig. 2g, i), while TSS enrichment is most correlated with %mito at 37 °C in native nuclei (*r* = 0.93, Fig. 2f) and FRiP is most correlated with sub-nucleosomal score in fixed nuclei at 37 °C (*r* = 0.92, Fig. 2h). Interestingly, regardless of temperature, %mito was significantly negatively correlated with FRiP (*r* = − 0.73 and *p* = 5.6 × 10^− 5^ at 37 °C, *r* = − 0.51 and *p* = 0.012 at 55 °C) and estimated complexity (*r* = − 0.62 and *p* = 1.1 × 10^− 3^ at 37 °C, *r* = − 0.77 and *p* = 1.0 × 10^− 5^ at 55 °C) in fixed samples, but was significantly positively correlated with FRiP (*r* = 0.65 and *p* = 5.3 × 10^− 4^ at 37 °C, *r* = 0.44 and *p* = 0.031 at 55 °C) while remaining significantly negatively correlated with complexity in native samples (*r* = − 0.45 and *p* = 0.026 at 37 °C, *r* = − 0.66 and *p* = 4.1 × 10^− 4^ at 55 °C). However, we interpret the apparent correlation between FRiP and %mito as an artifact driven by the fact that THS buffer-containing reactions provide substantially different QC metrics from the other conditions.

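Mitochondrial reads come from the genome of mitochondria that remain with the nuclei. The share of reads in the common peaks was related to the %mito of Table S1 within groups of libraries of the same preparation, temperature and buffer type, since pooled libraries fall into separate clusters by buffer. In Nextera and Omni buffer at 37 °C, libraries with more mitochondrial reads had a larger share of reads in peaks, both in native nuclei (n = 16; Pearson's r = 0.833, permutation p = 4e-05, adjusted p = 0.00032 over 8 relations; Spearman's rho = 0.794, p = 0.00039) and in fixed nuclei (n = 16; r = 0.667, permutation p = 0.00378, adjusted p = 0.0151; rho = 0.700, p = 0.00309). Without the 2 libraries farthest from the median %mito, r was 0.809 and 0.552. Within conditions, r was 0.745 in the native group and 0.711 in the fixed group. THS buffer at 37 °C gave r = 0.825 in native nuclei (n = 8; exact permutation test, p = 0.0157, adjusted p = 0.0417; rho = 0.833, p = 0.0154), and 0.874 without the 2 farthest libraries. That relation did not pass once any replicate was left out (r from 0.8034 to 0.8989), and the fixed one in Nextera and Omni buffer did not pass without replicate 1 or without replicate 2. In THS buffer at 37 °C in fixed nuclei r was 0.542 (n = 8; exact permutation p = 0.176), and it was -0.287 without the 2 farthest libraries. At 55 °C no group passed: r was 0.335 in Nextera and Omni buffer in native nuclei (permutation p = 0.193) and 0.414 in fixed nuclei (permutation p = 0.113), and in THS buffer -0.470 in native nuclei (n = 8; exact permutation p = 0.252) and -0.385 in fixed nuclei (n = 8; exact permutation p = 0.318). With replicate as a block and permutations within replicate numbers, both relations in Nextera and Omni buffer at 37 °C still passed (adjusted p = 0.01423 in native and 0.02257 in fixed nuclei). In fixed nuclei r became 0.625 for Nextera and Omni buffer at 55 °C (exact permutation p = 0.02873, adjusted p = 0.07661), 0.842 for THS buffer at 37 °C (exact permutation p = 0.25) and -0.954 for THS buffer at 55 °C (exact permutation p = 0.125). A group of THS libraries has 16 such permutations, which allow no p below 0.125, so the relation of native nuclei in THS buffer at 37 °C could not pass either. Mean %mito in fixed nuclei at 37 °C was 37.8% ± 5.03 in THS buffer (SD, n = 8), 17.3% ± 4.12 in Nextera and 17.7% ± 4.53 in Omni buffer. In native nuclei at 37 °C it was 20.5% ± 3.55, 7.53% ± 2.22 and 8.65% ± 2.39. From the distinct metrics of reactions with THS buffer, the paper interprets the relation seen when all buffers are pooled as an artifact.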

It is worth noting that all of these analyses were conducted after removing duplicate read pairs. In some cases, removing duplicate reads may be technically difficult or undesired. It is possible that not removing duplicate reads could affect QC metrics. To evaluate this, we re-analyzed our data without first removing duplicate reads (Fig. S5). In our case, the QC metrics were largely unaffected, except for some subtle changes for sub-nucleosomal score in fixed nuclei at 55 °C (Fig. S5c right panel). However, we note that there were relatively few PCR duplicates at our sequencing depth, and so this observation may not hold for all data sets.

### Effects of buffers and temperatures are relatively consistent in other sample types

Because these experiments were conducted in a single cell line, we wanted to evaluate if the relationships among QC metrics would be consistent across sample types. To test this, we repeated the experimental conditions using native nuclei isolated from lung tissue from three different mice (Fig. S6a-e, k, Table S1). 

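Nuclei of flash frozen lung from 3 mice were tagmented in the 12 native conditions, at 20000 nuclei and at 1000 nuclei, which gave 72 libraries. The number of a replicate stands for the mouse. The authors aligned the reads to mm10, removed duplicates and called peaks with MACS2 in each library. Their deposited lists give each peak's position, its fold over the local background as a ratio, and its p and q as negative log10 values. The smallest negative log10 q in any list is 1.301, which is a q of 0.05. Overlapping lines, which mark several summits of 1 peak, were counted as 1 peak, and peaks per library then ranged from 3590 to 62009. Deduplicated reads per library, from Table S1, ranged from 4500900 to 16164844 at 20000 nuclei and from 4640690 to 11986876 at 1000 nuclei. The paper's text does not say whether the lung reads were subsampled before peaks were called, so a peak number may also depend on the depth of its library. Across the 30 libraries outside THS buffer at 55 °C, log10 peak number rose with log10 depth at 20000 nuclei (r = 0.485, permutation p = 0.0067; rho = 0.491, p = 0.00661; r = 0.408 without the 2 farthest libraries), and showed no such relation at 1000 nuclei (r = 0.147, permutation p = 0.441). Counts over a common set of lung peaks were not available, and accessibility was therefore compared as peak numbers and as the presence of a peak within 1000 bp of the TSS of 66 genes listed beforehand.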

We found that the patterns of FRiP and TSS enrichment scores across all conditions were highly consistent between cell line and primary cells, with subtle differences in sub-nucleosomal score (Fig. S6c) and a major reduction in %mito (Fig. S6d), suggesting FRiP and TSS enrichment scores in particular are reliable QC metrics for various cell type sources.

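At 20000 lung nuclei, most genes of alveolar type 2 cells, alveolar type 1 cells and endothelium had a promoter peak outside THS buffer at 55 °C, and few immune genes did. Shares of genes were not tested. Of 10 genes of alveolar type 2 cells, which make surfactant, 95.0% ± 7.77 had a peak in an average library of the other conditions (SD, n = 30 libraries) and 46.7% ± 19.7 in THS buffer at 55 °C (SD, n = 6). For 10 endothelial genes the shares were 73.7% ± 13.8 and 11.7% ± 14.7, for 7 genes of the flat alveolar type 1 cells 72.4% ± 14.0 and 26.2% ± 10.75, and for 10 housekeeping genes 100% and 73.3% ± 30.8. Fibroblast genes had 55.0% ± 16.6 and 12.5% ± 11.2 (8 genes), and immune genes 20.8% ± 13.3 and 2.08% ± 5.10 (8 genes). Surfactant protein gene Sftpb had a peak in 5 of 6 libraries of THS buffer at 55 °C and in all 30 others, whereas Vwf, which encodes von Willebrand factor of endothelial cells, had one in none of 6 and in all 30 others. Nkx2-1, the transcription factor of lung epithelium, had one in 2 of 6 and in all 30 others. Syt1, listed among genes of other tissues, had a peak in 3 of the 6 libraries of THS buffer at 55 °C and in none of the others. At 55 °C, THS buffer gave 15570.5 ± 6837.8 peaks (SD, n = 6) and Nextera and Omni buffer 40586.3 ± 6653.6 (SD, n = 12; ratio of geometric means 0.348, exact permutation test, two-sided, p = 5.39e-05, adjusted p = 0.000144 over 8 comparisons). At 37 °C the numbers were 39515.5 ± 4138.1 and 49320.8 ± 6588.7 (ratio 0.804, exact permutation test, p = 0.00275, adjusted p = 0.0044), but relative to deduplicated reads the ratio was 1.041. Over all buffers, 55 °C gave 32247.7 ± 13771.1 and 37 °C 46052.4 ± 7466.5 peaks (SD, n = 18 each; ratio 0.620, permutation p = 0.00049, adjusted p = 0.00098), with fewer at 55 °C in each of the 3 mice. Omni and Nextera buffer gave 44027 ± 7666.6 and 45880.2 ± 8285.2 peaks (SD, n = 12 each; permutation p = 0.572). In-house and commercial enzyme gave 41295 ± 13638.1 and 37005.1 ± 12269.4 (SD, n = 18 each; permutation p = 0.473). That test leaves the differences between buffers and temperatures in the spread. The mean was higher with the in-house enzyme in every buffer at each temperature, but relative to deduplicated reads the direction of the ratio reversed. With the mouse as the unit, 3 mice allow no p below 0.25. From the patterns in lung and in the cell line, the paper proposes that FRiP and TSS enrichment are reliable metrics for various sources of cells.

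**Figure D2:**
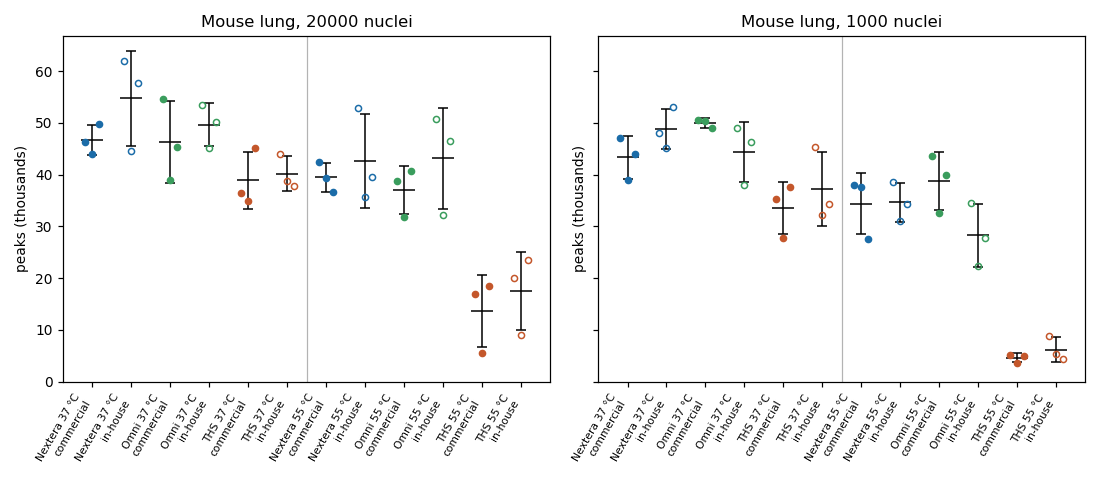
Number of peaks per library in mouse lung, on a linear axis from 0, for 12 native conditions at 20000 nuclei and at 1000 nuclei. Each point is 1 mouse and each bar the mean ± SD (n = 3). At 20000 nuclei, THS buffer at 55 °C gave 13673.3 ± 7015.6 peaks with the commercial and 17467.7 ± 7541.3 with the in-house enzyme, and the highest mean, 54716.7 ± 9127.2, was that of Nextera buffer at 37 °C with the in-house enzyme. At 1000 nuclei THS buffer at 55 °C gave 4611 ± 887.7 and 6194 ± 2384.2 peaks.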

In many experimental settings, researchers may have limited input material. To address whether the effects we observed were robust with respect to the number of input nuclei, we also repeated the lung experiment (triplicates representing 12 native conditions) using 1000 nuclei as input instead of the 20,000 we used in all other experiments (Fig. S6f-j, l, Table S1). 

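With 1000 lung nuclei, most alveolar type 2, endothelial and housekeeping genes had a promoter peak outside THS buffer at 55 °C, by shares that were not tested. Genes of alveolar type 2 cells had a peak in 82.3% ± 14.55 of cases in an average library outside THS buffer at 55 °C, endothelial genes in 68.7% ± 17.0 and housekeeping genes in 100% (SD, n = 30 libraries). Fibroblast genes had one in 50.4% ± 15.6 and immune genes in 18.3% ± 15.65. In THS buffer at 55 °C the first 3 shares were 15.0% ± 8.37, 1.67% ± 4.08 and 50.0% ± 8.94 (SD, n = 6). Etv5, a transcription factor of alveolar type 2 cells, and Eef1a1, an elongation factor of translation, had a peak in all 6 of these libraries. Sftpb, Nkx2-1 and Foxj1, the regulator of ciliated cells, had one in none of them and in 27, 29 and 30 of the 30 others. Peak numbers in THS buffer at 55 °C were 5402.5 ± 1827.7 (SD, n = 6), compared to 33996.6 ± 6032.1 in both other buffers (SD, n = 12; ratio of geometric means 0.155, exact permutation test, two-sided, p = 5.39e-05). Over all buffers, 55 °C gave 24465.2 ± 14727.8 and 37 °C 42883.8 ± 7295.2 peaks (SD, n = 18 each; ratio 0.426, permutation p = 2e-05, adjusted p = 0.000144). Compared with 20000 nuclei, the effect of 55 °C was 0.1635 log10 units more negative at 1000 nuclei, in 16 of 18 pairs (exact sign-flip permutation, p = 0.000336), and that of THS buffer at 55 °C 0.3514 units more negative, in 6 of 6 pairs (exact p = 0.0313). With labels permuted within each input instead, p was 0.237 and 0.147, and the sign-flip test was chosen after the values had been seen. The pairs come from the same 3 mice and are not independent. With the mouse as the unit, none of the comparisons at 1000 nuclei or between inputs could give a p below 0.25. All 1000-nuclei libraries together had 33674.5 ± 14779.7 peaks and the 20000-nuclei libraries 39150.1 ± 12968.9 (SD, n = 36 each; permutation p = 0.0964, adjusted p = 0.129). That test leaves the differences between conditions in the spread. The mean was lower at 1000 nuclei in every condition except Omni buffer with the commercial enzyme, at either temperature. Between replicates, the SD of log10 peak number averaged 0.0686 over the 12 conditions at 1000 nuclei and 0.0917 at 20000 nuclei (permutation p = 0.286), with a higher SD at 1000 nuclei in 6 conditions. Relative to deduplicated reads these values were 0.0856 and 0.0392, higher at 1000 nuclei in 9 conditions (permutation p = 0.0083).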

Again, the trends were consistent, although the variance between replicates was greatly increased.

### The ability to identify accessible peaks is greatly influenced by experimental variables

One of the major tasks of ATAC-seq data analysis is the identification of peaks of accessibility. These peaks demarcate the regulatory elements important for encoding cellular function. Identifying those elements that change in response to various stimuli can inform us of how the genome regulates cellular responses. Given the extensive differences in QC metrics, we wondered how that would impact the ability to identify peaks in individual conditions. To consider this, we combined all 4 replicates for each condition tested in GM12878, subsampled all combined libraries down to the minimum number of deduplicated reads observed for any condition (~ 6 million reads per condition), and then identified peaks using MACS2 [24] (Table S2; see Methods for more details).

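The number of accessible regions detected in native nuclei at equal depth depended on buffer and temperature. Peaks were not called anew, since the deposited counts cover only the common set. Instead, the 4 replicates of each condition were pooled, thinned at random to 6046132 deduplicated reads, and a common peak was taken as detected where its count exceeded an even background by a Poisson test at an adjusted p below 0.05. In native nuclei a median of 99955 of the 146339 common peaks was detected over the 12 conditions. Nextera buffer at 37 °C with the commercial enzyme had the most, 110678, closely followed by Omni buffer with the same enzyme and temperature, 110502. The latter had the most at an adjusted p below 0.001 (94884), without replicate 1 (104104) and without replicate 2 (107936). THS buffer at 55 °C had the fewest, 48132 with the commercial and 51046 with the in-house enzyme. Without replicate 2 the order of the enzymes turned, and the in-house enzyme had the fewest, 43571. Promoter peaks made up 30.05% and 29.35% of the peaks detected in THS buffer at 55 °C, and between 17.16 and 19.71% in the other native conditions. Each condition gives a single pooled value, so there is no replicate error for it.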

For native nuclei, we identified a median of 56,529 peaks per sample across conditions, with Nextera buffer at 37 °C and commercial enzyme uncovering the most peaks (70,665) and THS buffer at 55 °C and in-house enzyme uncovering the least (19,618). 

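Fixed nuclei gave nearly the same number of detected regions in every condition. The median was 97593 common peaks over 12 conditions, from 94840 in THS buffer at 55 °C with the in-house enzyme to 99359 in Nextera buffer at 37 °C with the commercial enzyme. The SD over conditions was 1370.4 peaks in fixed and 21764.0 in native nuclei. Of the common peaks, 55572 were detected in all 12 fixed conditions and 26823 in all 12 native conditions.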

For fixed nuclei, we observed a median of 50,684 peaks across all conditions, and the same two conditions at the extremes - Nextera buffer at 37 °C and commercial enzyme uncovering 54,504 peaks and THS buffer at 55 °C and in-house enzyme uncovering 46,632, although the standard deviation across conditions was much lower for fixed nuclei than native nuclei (2330 vs 18,257, for fixed and native respectively). While the sequencing depth of these samples was lower, they appeared to match well with the number of peaks identified in our simulations (when subsampling 10 million reads), given their FRiP scores. In fact, a correlation with a Pearson’s r of 0.98 was observed in native samples between the number of peaks and the FRiP based on the DHS peak set for native nuclei (Fig. S7a). 

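Between clusters of conditions, the number of detected regions followed the share of reads in peaks. Both come from the same counts over the same peaks. A larger share also lowers the background that a peak is tested against, so part of the relation is built in. The paper's FRiP used DNase I hypersensitive sites instead. By that share the 12 native conditions fall into 3 clusters: 51.34 to 57.88% at 37 °C, 33.39 to 36.92% in Nextera and Omni buffer at 55 °C, and 12.41 and 12.85% in THS buffer at 55 °C. Detected regions had the same order, with 104929 to 110678, 92377 to 94981, and 48132 and 51046. Since the conditions form clusters, no pooled r is given. Within the cluster of 6 conditions at 37 °C, which differ in buffer and enzyme, no relation was found (r = 0.117, exact permutation p = 0.833; rho = 0.257, exact p = 0.658; 4 relations in the family; r = 0.688 without the 2 conditions farthest from the median share). In fixed nuclei at 37 °C there are 2 clusters in the same order, 35.54 to 36.42% in Nextera and Omni buffer and 31.30 and 31.60% in THS buffer, with 98793 to 99359 regions in the first and 96522 and 97431 in the second, each too small for a relation within it. In fixed nuclei at 55 °C, where shares from 33.98 to 37.97% leave no single gap, regions rose with the share (r = 0.986, exact permutation p = 0.00694, adjusted p = 0.00926; rho = 0.829, exact p = 0.0583, adjusted p = 0.0778). That relation rests on the 2 conditions farthest from the median share, without which r was 0.712 over 4 conditions.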

The FRiP and peak number in fixed samples were also correlated after stratifying by temperature (*r* = 0.96 for 37 °C and 0.98 for 55 °C, Fig. S7b), but no correlation was observed when considering all conditions.

To confirm that peak calling after removing duplicate reads was appropriate, we re-ran the peak calling pipeline without first removing duplicates. We found that in almost all conditions (except for THS buffer at 55 °C in native cells, which had very low numbers of peaks overall) the vast majority of peaks were identified in both settings with only a few peaks gained or lost (Fig. S7c, d). While it is common to treat the bulk ATAC data as a quantitative feature (generating a matrix of read counts overlapping individual peaks for all samples, akin to common RNA-seq analysis pipelines), some consider ATAC data as a binary vector (presence or absence of peaks). To address these disparate ways of looking at the data, we evaluated the peak calls using first a qualitative framework and then a quantitative framework.

Given the large differences in the number of peaks identified in each condition, we sought to explore if there were any biological factors that might help to explain the loss of power to identify peaks in one condition relative to another. In order to do so, we first examined the reproducibility of peaks identified in each condition, which we defined as the presence of a detectable peak in at least three different conditions. We set the threshold for reproducibility at three because the performance of the two enzymes (Nextera and in-house) was so similar that they tend to have highly overlapping peak sets across conditions. 

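On the common set, most regions detected in one condition were also detected in others. High shares follow in large part from the rate of detection, a median of 99955 of 146339 common peaks per native condition. In native nuclei, between 98.03 and 98.83% of the peaks detected in each condition outside THS buffer at 55 °C were found in at least 3 conditions. In THS buffer at 55 °C the shares were 90.79% with the commercial and 90.59% with the in-house enzyme. In fixed nuclei they were at least 97.59%. Of all 146339 common peaks, 123551 were detected in at least 3 native conditions and 119263 in at least 3 fixed conditions.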

In both native and fixed nuclei, a large majority of peaks were reproducible across all conditions, except that THS buffer at 55 °C identified fewer peaks in native samples and a large proportion of peaks in this condition were not reproducible in other conditions (Fig. S7e, f). We further downloaded all ChIP-seq peak sets available from ENCODE for transcription factors (TFs) profiled in unstimulated GM12878 and used a hypergeometric testing framework to identify enrichments of overlap with ENCODE ChIP-seq peaks for ATAC-seq peaks that were “missing” (i.e. that were reproducibly identified in three other conditions, but not observed in the condition of interest; see Methods for details). In total, 73 different ChIP-seq peak sets were available and designated as “good” quality by ENCODE (Table S3). This analysis revealed a subtle (yet significant) enrichment for overlap with ﻿CCCTC-Binding Factor (CTCF) and cohesin components across most conditions at 37 °C (Nextera and Omni buffers at 37 °C for native samples and all 37 °C conditions for fixed samples; Fig. S8a, b; Table S4). Read density plots of these regions indicate that the “missed” sites are generally lowly accessible across all conditions (Fig. S8c, d). We interpret these results as indicating that in general peaks not detectable in any given condition are not biased towards a specific class of regulatory element. However, there appears to be a subtle reduction in power to detect a small subset of CTCF and cohesin sites at 37 °C.

A common quantitative framework for analysis of transcriptomic and epigenomic data is to consider the correlation between replicate samples in the quantitative measures of a set of commonly defined features (such as genes or a peak set). To enable this, the peaks identified in each condition were merged to establish a common peak set that was used to generate a matrix of the number of reads overlapping each peak for each sample. This matrix of quantitative peak accessibility was transformed with a variance stabilizing transformation algorithm in DESeq2 (see Methods), and then we conducted principal component analysis (PCA) and hierarchical clustering (visualized with a heatmap) to evaluate how the samples correlated with each other (see Methods). 

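The common set covers 66296406 bp of hg19 in peaks of 200 to 3007 bp, and 20379 of them lie within 1000 bp of a TSS. The authors counted deduplicated reads over them with deepTools. For the comparison of samples, the counts of native and of fixed libraries were transformed separately with the variance stabilizing transformation of DESeq2, and correlations were computed over all common peaks and principal components over the 5000 most variable ones. The text names that transformation, while the Methods name rlog, which was run as an alternative. No column of counts was identical to another. In 144 pairs of replicates, the median chi-square per degree of freedom was 1.965 (range 1.871 to 2.576), above what independent sampling of single reads would give. The reads are paired, and mates that fall in the same peak raise this value. It therefore cannot tell whether replicates differed by more than sampling noise.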

We did this for the fixed and native samples separately. Analyzing the data this way indicated the same structure as observed by the individual quality metrics. 

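Native libraries in THS buffer at 55 °C had lower correlations than the other native libraries, both with these and among themselves. Their median Pearson's r was 0.675 with Nextera and Omni libraries at 37 °C, 0.694 with THS libraries at 37 °C and 0.701 with Nextera and Omni libraries at 55 °C, and 0.720 among themselves. They had 352362 to 959342 reads in the common peaks. Whether few reads or a different profile lowered r was not tested. Libraries in Nextera and Omni buffer at 37 °C had a median r of 0.932 with each other and of 0.920 with THS libraries at 37 °C. Across all pairs of native libraries r ranged from 0.592 to 0.953 (median 0.882). In fixed nuclei it ranged from 0.659 to 0.897 (median 0.787). The median was 0.873 within Nextera and Omni buffer at 37 °C, 0.821 between these and THS libraries at 37 °C, and 0.792 between Nextera and Omni libraries at 37 °C and at 55 °C. Replicates of a condition had a median r of 0.896 in native and 0.803 in fixed nuclei (72 pairs each). These values are across peaks, which are not independent of each other. With rlog counts r ranged from 0.891 to 0.980 in native and from 0.945 to 0.975 in fixed nuclei.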

Overall, the correlation among samples was high (Pearson’s r ranges: 0.88–0.98 for native samples and 0.91–0.96 for fixed samples), however the samples clustered based first on reaction temperature and then by THS buffer versus the other two buffers for both native and fixed cells (Fig. S9a, b). 

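Buffer and temperature together accounted for nearly all of the main axis of accessibility in native nuclei. Temperature combined with buffer, as THS or not, explained 99.4% of the variation of the first principal component among the 48 native libraries. Temperature alone explained 34.6%. That component held 83.3% of the variance of the 5000 most variable peaks.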

For PCA, the first component stratified the native samples by both temperature and THS and accounted for 85% of the observed variation (Fig. S9c). 

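In fixed nuclei temperature was the main axis. It explained 95.8% of the variation of the first principal component among the 48 fixed libraries, and this component held 29.4% of the variance of the most variable peaks. The second held 3.845%, of which the buffer, as THS or not, explained 9.27% with the variance stabilizing transformation and 46.9% with rlog.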

For fixed samples, the first component captured 31% of the variation and stratified samples by reaction temperature as well, while THS was separated from other conditions along the second principal component (Fig. S9d).

### Reaction temperature and buffer bias regulatory element detection

Given the results above and noting that peaks from different classes of regulatory elements are not equally accessible [25], we wondered if these differences in the ability to identify peaks might impact the functional annotations that might be enriched in peak sets from various conditions. To explore this further, we returned to the ChIP-seq peak sets we had downloaded from ENCODE (Table S3), and evaluated how well our ATAC-seq data covered these TF peaks. We first examined how well each of our ATAC-seq samples overlapped with ChIP-seq data in general. To do so, we merged the peaks from all ChIP data and intersected our ATAC-seq reads with those merged peaks - calculating the Fraction of Reads in Peaks from all ChIP data (FRiP-ChIP, Fig. S10a, b). We found that the pattern of variation for FRiP-ChIP across all samples strongly resembled the pattern of FRiP scores, which is attributable to the high degree of overlap between ChIP-seq peaks and DHS peaks. To distinguish between signal compression and potential bias in functional regions covered by ATAC-seq in the various protocols, we next intersected our ATAC-seq data with individual TF peak sets. In this case we divided the number of reads overlapping ChIP peaks for a particular TF by the number of reads overlapping any ChIP-seq peak to calculate the Fraction of Reads for a specific TF (FRiP-TF). We chose this approach because our simulations indicated that intersecting sample reads with external peak calls is robust to read depth. After normalizing the FRiP-TF scores row-wise (i.e. by transcription factor), we hierarchically clustered the samples to identify trends in the coverage of different TFs across the various conditions (see Tables S5 and S6 for the matrix of FRiP-TF score in native and fixed samples, respectively). For native samples, we found that the major axis of variation involved an interaction between THS buffer and temperature (Fig. 3a): THS buffer samples at 55 °C were an outlier for poor coverage across all TF peak sets, while THS buffer samples at 37 °C had the highest coverage for most TF peak sets (relative to other buffers at 37 °C), including a cluster of CTCF ChIP-seq peak sets (cluster 4, Table S5) and two clusters of factors that included components of the cohesin complex and general TFs such as TATA-binding protein (TBP) and Pol II (clusters 2 and 3, Table S5). The other two buffers (Omni and Nextera) were largely indistinguishable from each other and showed the best enrichment for a cluster of enhancer-associated factors (including p300) at 37 °C (cluster 1, Table S5). For fixed nuclei, the picture was different to some extent (Fig. 3b). In this context, samples clustered first by temperature. As with the native nuclei, THS buffer resulted in different profiles than the other two buffers (although the effect was less apparent at 55 °C). 

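AP-1 motifs and motifs of several promoter factors changed in opposite directions with temperature in fixed nuclei. ChIP-seq sets were not used here, and the chromVAR deviation scores of motifs were compared instead. All 10 AP-1 motifs, bound by a dimer of FOS and JUN proteins that binds many enhancers, had higher mean scores at 37 °C, and 9 passed the test in limma (all 10 when adjusted over the list alone). JUNB was the largest. Of 10 motifs of B lineage factors, 6 were higher at 37 °C. Among motifs of factors that bind promoters, both YY motifs and all 7 E2F motifs, which control genes of the cell cycle, were higher at 55 °C, as were 8 of 20 ETS, 4 of 13 GC box and EGR and 1 of 2 NFY motifs, but neither ZNF143 nor THAP1. None of these was higher at 37 °C. The CTCF motif had a score 1.20% of its expected reads higher at 37 °C and did not pass. Adjusted over each list alone, the counts of B lineage, YY, E2F, ETS, GC box, NFY, and ZNF143 and THAP1 motifs were the same.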

Tagmentation at 37 °C provided better coverage for enhancer-associated features (cluster 1, Table S6), while tagmentation at 55 °C increased coverage at CTCF sites and promoter-associated factors (clusters 2 and 4, Table S6). One difference for fixed nuclei was that cohesin-associated regions were better covered at 37 °C (cluster 6, Table S6). Considering genome segmentation tracks produced by ENCODE presented a slightly different picture: in native samples, tagmentation at 37 °C did a better job covering all classes of segmentation, except for repressive elements and regions of transcription. In fixed samples, 37 °C better covered all classes of ENCODE genome segmentations except for TSSs and regions of transcription (Fig. 3c, d).

**Fig. 3:**
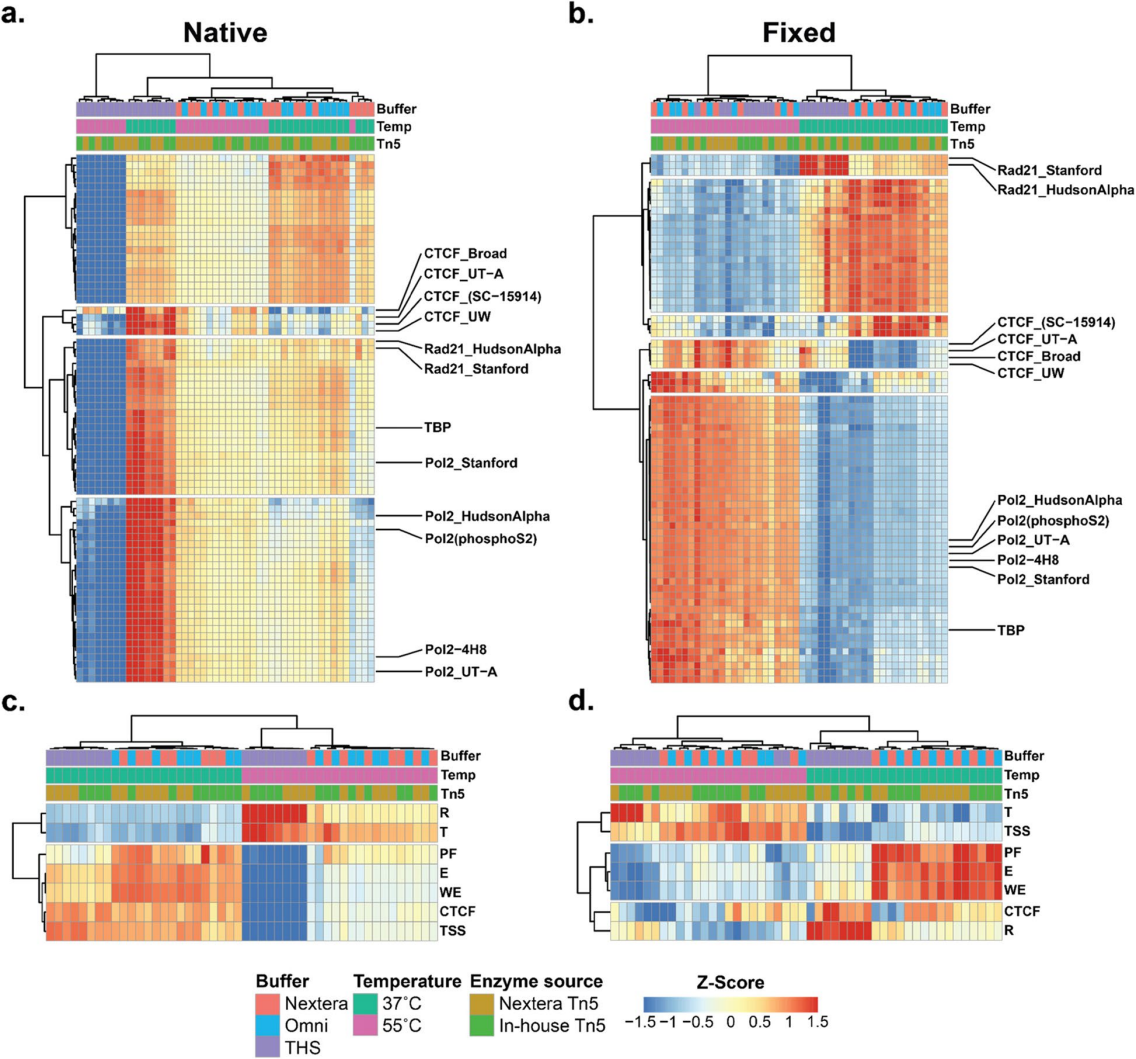
Coverage of TFs and genome segments varies by condition. **a** Heatmap of row-normalized coverage (native samples) for 73 ChIP-seq datasets from ENCODE. Z-scores capped at +/− 1.5. Color bars above heatmaps indicate conditions. **b** Heatmap of row-normalized coverage (fixed samples). **c** Heatmap of row-normalized coverage for ENCODE genome segments (native samples). **d** Heatmap of row-normalized coverage for ENCODE genome segments (fixed samples). Abbreviations in (**c**, **d**) - TSS: Predicted promoter region including TSS; E: Predicted enhancer; WE: Predicted weak enhancer or open chromatin cis regulatory element; CTCF: CTCF enriched element; R: Predicted Repressed/Low Activity region; T: Predicted transcribed region; PF: Predicted promoter flanking region

Because the standardized values can distort the actual variation observed across samples, we calculated the median absolute deviation (MAD), a robust measure of variability, for each factor. Overall, the amount of variation in FRiP-TF was ≤1% for most samples for any given factor (median MAD = 0.007 for native samples, median MAD = 0.010 for fixed samples; Fig. S10c), suggesting that changes in coverage of particular factors in different conditions are subtle even though they are pervasive. In comparison to the FRiP-TF, the native samples showed higher variance across different segments (median MAD = 0.020), while the fixed samples did not (median MAD = 0.005, Fig. S10d).

### chromVAR identifies enriched motifs in specific conditions

Because these effects on ChIP-seq peak and genome segmentation coverage were somewhat unexpected, we decided to take a theoretically less biased, orthogonal approach to validate the observation. To do so, we implemented the chromVAR pipeline [26] to score coverage of individual motifs genome-wide and looked at whether specific motifs had distinct patterns of accessibility that correlated with experimental conditions. chromVAR transforms ATAC-seq data by annotating each peak of accessibility with the presence or absence of a database of TF binding motifs and then calculating the deviation from expected coverage for individual motifs genome-wide. These deviations are also corrected for GC content bias and sparsity through simulations. In this way, chromVAR uses a normalized, background-corrected matrix of the number of reads overlapping peaks that contain specific motifs summarized across the genome as input. 

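The authors scored 386 motifs in each of the 96 libraries with chromVAR, and the deposited matrix gives these deviation scores. A score is the deviation of the reads in peaks that hold a motif from the number expected for that library, corrected by background peaks of like GC content and mean accessibility. The deposited values are fractions of the expected reads and were not divided by the SD of the background peaks; all scores and differences of scores were multiplied by 100 and are in percent. Scores were compared with limma, over 48 native or 48 fixed libraries, and a motif passed at an adjusted p below 0.001, the threshold of the paper. The native groups were Nextera and Omni buffer at 37 °C (16 libraries; 1644055 to 3867604 reads in peaks), the same buffers at 55 °C (16; 738582 to 2176830), THS buffer at 37 °C (8; 993829 to 3723112) and THS buffer at 55 °C (8; 352362 to 959342), each against the other native libraries. Median reads in peaks at 37 °C were 2653262.5 in Nextera, 2820901.5 in Omni and 2388824.5 in THS buffer, and at 55 °C 1366238.5, 1703422 and 693719.5. Fixed libraries had medians of 1481218.5, 1408371.5 and 728924.5 at 37 °C and of 733827.5, 728941 and 585433.5 at 55 °C. In simulated data for THS buffer at 55 °C, 90% of motifs shifted by 2 SD and 10% of those shifted by 1 SD were recovered. Families of motifs were fixed before the scores were seen, except that the labels of Fig. 4 and the first lines of Tables S7 and S8 were known.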

The framework is designed to work with single-cell chromatin accessibility data and therefore we reasoned that it should be robust for bulk data with ~ 1 to 7 million reads per sample, as in our case. In principle, this approach should correct for artifacts in motif enrichment that are driven by inherent differences in FRiP and read depth in the different conditions. Clustering samples on chromVAR deviation scores assorted native samples into four clusters representative of the Omni and Nextera buffers at the two temperatures and distinct clusters for THS buffer at the two temperatures (Fig. S11a). 

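Motif scores alone sorted the native libraries by buffer and temperature. Ward clustering into 4 groups placed all 48 libraries with their own kind: 16 from Nextera and Omni buffer at 37 °C, 16 from these buffers at 55 °C, 8 from THS buffer at 37 °C and 8 from THS buffer at 55 °C. With average linkage on correlations, 40 of 48 were so placed, since THS libraries at 37 °C joined Nextera and Omni libraries at 55 °C. Without replicate 4, 30 of 36 were.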

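All 48 libraries of fixed nuclei fell into a group of 24 at 37 °C and a group of 24 at 55 °C. THS libraries did not separate from those of the other two buffers at this level.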

Fixed samples were sorted into two main clusters indicative of temperature alone (Fig. S11b). To visualize the similarity of usage patterns for individual motifs across the samples, we generated a t-stochastic neighbor embedding (t-SNE) of the deviation scores in chromVAR. This analysis indicated that individual motifs exhibited differential patterns of accessibility across conditions and that groups of motifs were most enriched in specific conditions (Fig. 4). 

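For 197 of 386 motifs, the effect of 55 °C differed between fixed and native nuclei in limma (138 higher and 59 lower in fixed nuclei). Motifs that did not pass include all 10 AP-1 motifs, all 4 NF-kB motifs and 16 of 20 CACGTG E-box motifs. The largest differences were for E2F1, an activator of genes of DNA replication (5.64%, SE 0.517, adjusted p = 1.30e-15 in limma), and NRF1, a factor of nuclear genes for mitochondria (5.49, SE 0.164). All 7 E2F motifs and 18 of 20 ETS motifs (19 when adjusted over the list alone) moved up at 55 °C in fixed relative to native nuclei. REST (-2.35), CTCF (-2.775) and NFIX (-2.09) moved the other way. These effects are means over buffers, and the interaction was not tested by buffer. Among native groups, all 20 ETS motifs were lower and REST and NFIX higher (4.94 and 4.98) in THS buffer at 55 °C. None of these passed in Nextera and Omni buffer at 55 °C. Within fixed nuclei, all 7 E2F and 8 of 20 ETS motifs were higher at 55 °C.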

Stratifying by the major clusters of conditions identified in this analysis (four for native samples and two for fixed samples), we tested for significant differences in deviation scores for each motif and found that many motifs had significant changes in coverage for specific clusters at an adjusted *p*-value threshold of 1 × 10^− 3^. In native samples (Fig. S12a-d and Table S7), the cluster representing Omni and Nextera at 37 °C (“cluster 1”, Fig. S12a) had 80 motifs with significantly increased accessibility and 61 motifs with significantly decreased accessibility relative to the other samples. 

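In Nextera and Omni buffer at 37 °C, all 7 IRF motifs and all 10 AP-1 motifs were higher than in the other native libraries, as were all 3 SPI and both RUNX motifs, and 6 of 10 motifs of B lineage factors (7 when adjusted over the list alone). Other families of lymphoid and stress-responsive factors followed in part or not at all: 4 of 8 POU motifs were higher (6 when adjusted over the list alone), 2 of 20 ETS motifs (1), none of 4 MEF2 motifs and none of 4 NF-kB motifs. IRF8, a regulator of B and myeloid cells, scored 1.515% ± 0.6285 (SD, n = 16) and -1.515 ± 0.713 in the other native libraries (SD, n = 32), a difference of 3.03 (SE 0.214, adjusted p = 7.48e-17 in limma). IRF9, which mediates the response to interferon, differed by 2.89 and JUNB by 2.49. Lower motifs included CTCF, the insulator protein, with a difference of -2.975 (SE 0.340), the E-box factor MLXIPL with -3.53, and 9 of 13 GC box and EGR motifs (10 when adjusted over the list alone), among them KLF13 with -2.78. In all, 60 motifs were higher and 46 were lower. Scores in the other groups vary widely, and 69 to 77 motifs passed when any replicate was left out.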

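In Nextera and Omni buffer at 55 °C, 13 of 20 E-box motifs of the CACGTG type, bound by factors of metabolism and the circadian clock, were higher than in the other native libraries (14 when adjusted over the list alone). Their median difference was 2.066, and it was about as large, 2.037, in THS buffer at 37 °C, where none of the 20 passed with 8 libraries and BHLHE40 differed by 3.28 (2.92 here). MLXIPL, a glucose-responsive factor, scored 2.705% ± 0.717 (SD, n = 16) and -1.14 ± 2.30 in the others (SD, n = 32), a difference of 3.84 (SE 0.573, adjusted p = 1.70e-06 in limma). BHLHE41 differed by 3.135, TFE3, a regulator of lysosomal genes, by 3.05, and CTCF by 2.01. Lower motifs included the E proteins TCF3, with a difference of -1.21, and TCF4, with -1.055, and the CCAAT factor NFYA with -1.19. The test gave 36 higher and 6 lower motifs, and 19 to 26 in total when any replicate was left out.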

The cluster representing Omni and Nextera at 55 °C (“cluster 2”, Fig. S12b) had 59 motifs with increased accessibility and 12 motifs with decreased accessibility at the designated threshold. The cluster representing THS 55 °C (“cluster 3”, Fig. S12c) had 42 motifs with significant increased accessibility (notably, the transcriptional repressor REST was ranked in the top 5), and 163 motifs with significant decreased accessibility. 

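In THS buffer at 55 °C, most motifs of B lineage factors lost accessibility (7 of 10, with the same count when adjusted over the list alone), while motifs of other lineages went both ways. The largest fall was that of PAX5, the factor that commits cells to the B lineage, which scored -6.14% ± 0.994 (SD, n = 8) and 0.177 ± 1.16 in the other native libraries (SD, n = 40), a difference of -6.32 (SE 0.4285, adjusted p = 1.13e-18 in limma). All 20 ETS motifs, all 7 IRF, all 4 MEF2, all 8 POU and all 3 SPI motifs fell, with MEF2B at -5.28. Of 20 CACGTG E-box motifs, 17 fell (18 when adjusted over the list alone). REST, the repressor of neuronal genes, had the 4th largest rise, from -0.336 ± 0.424 to 4.60 ± 0.576, a difference of 4.94 (SE 0.184). SMAD3 (5.26), NFIX (4.98) and NKX2-8 (4.95) ranked before it. The neural factors OLIG1 and NEUROD2 rose by 4.83 and 4.30. Of 16 FOX motifs, 10 rose and 2 fell, and all 3 NFI motifs rose. In contrast, 9 of 12 T-box motifs and 3 of 5 CEBP motifs fell and none rose, and of 14 HOX motifs 6 fell and 1 rose. Of 4 GATA motifs 2 rose and 1 fell, and of 3 HNF motifs 1 rose and 1 fell. CTCF did not pass (-0.38). In all, 57 motifs were higher and 192 were lower. The paper reasons that chromVAR should in principle correct for artifacts of FRiP and depth, and concludes that coverage of many motifs depended on the cluster of conditions.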

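Of 13 GC box and EGR motifs, 6 were higher in THS buffer at 37 °C than in the other native libraries, none was lower and 7 did not pass (7 higher when adjusted over the list alone). Among other motifs of GC-rich promoters, 2 of 7 E2F motifs were higher, and none of 20 ETS motifs, none of 2 YY motifs and not NRF1. KLF13, a factor that binds GC boxes, scored 2.47% ± 0.699 (SD, n = 8) and -0.303 ± 1.48 in the others (SD, n = 40), a difference of 2.77 (SE 0.5245, adjusted p = 0.000151 in limma). CREB1, a mediator of cAMP signaling, differed by 3.28, E2F3 by 2.77 and SP4 by 1.71. EBF1, a factor of early B cells, was lower by a difference of -1.035, and TFAP2C(var.2) by -1.38. The totals were 13 higher and 6 lower motifs. They rest on all replicates, since at most 1 motif passed when any single replicate was left out.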

The cluster representing THS at 37 °C (“cluster 4”, Fig. S12d) had 80 motifs with increased accessibility and 21 motifs with decreased accessibility. 

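The NRF1 motif, found at promoters of genes for respiration, changed most with temperature in fixed nuclei. It scored 3.98% ± 0.677 at 55 °C and -2.15 ± 0.379 at 37 °C (SD, n = 24 each), a difference of -6.13 for 37 °C against 55 °C (SE 0.163, adjusted p = 3.08e-36 in limma). E2F1 differed by -5.71, the cAMP factor CREB1 by -4.08 and YY2 by -3.82, and 6 of 10 CRE motifs were higher at 55 °C. Motifs of the CAGGTG E-box were higher at 37 °C, all 6 of them, with ID4, an inhibitor of E proteins, at 3.34 (SE 0.162) and TCF3 at 2.88. So were 11 of 12 T-box motifs, with MGA and TBX15, whose scores are identical, at 2.73, and 7 of 8 POU motifs. In total 82 motifs were higher at 37 °C and 126 were higher at 55 °C.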

In fixed nuclei, which only had two clusters, we identified 80 motifs with significantly increased accessibility at 37 °C and 124 motifs with significantly increased accessibility at 55 °C (Fig. S12e and Table S8).

**Fig. 4:**
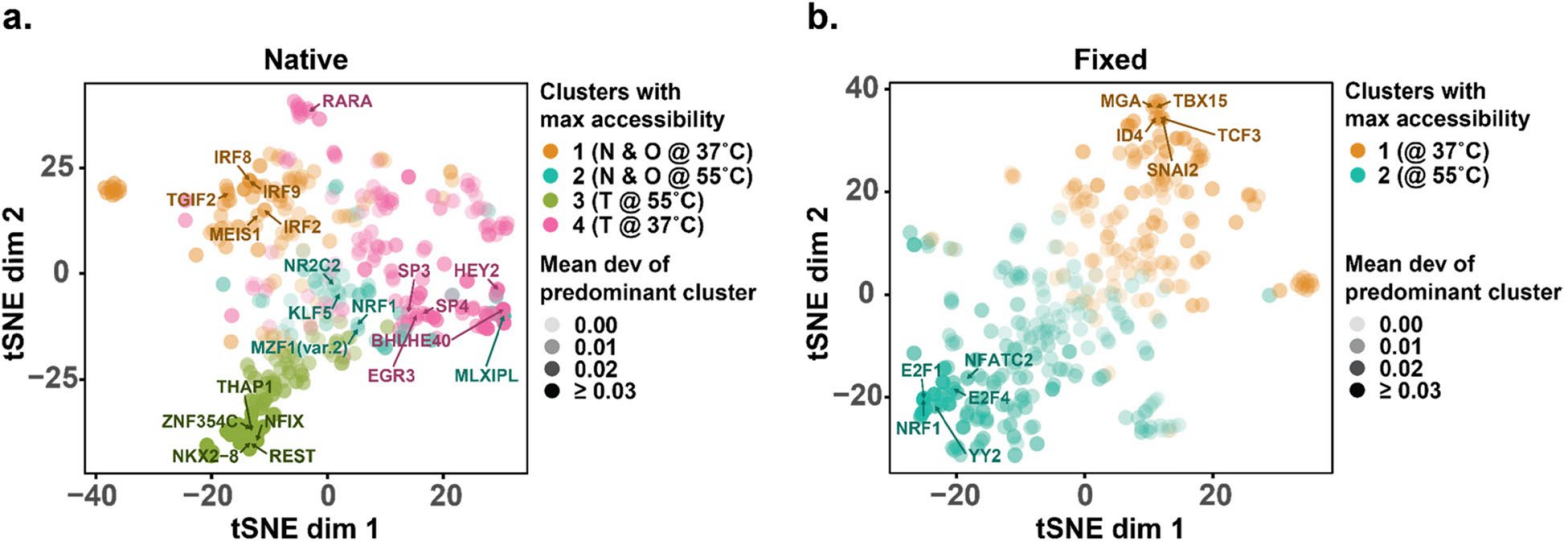
t-SNE of motif usage across conditions for both native and fixed samples. Each point represents an individual motif. After generating deviation scores for all 386 motifs across all conditions, t-SNE was used to visualize the relationship between motifs. Points are colored by the cluster of conditions (defined by hierarchical clustering of samples) in which that motif is most enriched. The top five most enriched motifs for each cluster are annotated on the plot. For native samples (**a**), four clusters of conditions were identified: “cluster 1” = Nextera and Omni buffers at 37 °C (orange), “cluster 2” = Nextera and Omni buffers at 55 °C (blue), “cluster 3” = THS buffer at 55 °C (green), “cluster 4” = THS buffer at 37 °C (pink). For fixed samples (**b**), two clusters of conditions were identified: “cluster 1” = 37 °C (orange), “cluster 2” = 55 °C (blue). The mean deviation score of the cluster each motif was most enriched in is indicated by the level of transparency. Abbreviations: N: Nextera buffer; O: Omni buffer; T: THS buffer

## Discussion

Since 2013, there have been many different variations in the ATAC-seq protocol reported, including THS-seq and Omni-ATAC. In addition, groups have reported protocols for working with both native and fixed nuclei, and even different reaction temperatures (both 37 °C and 55 °C). Furthermore, there are a variety of ways to evaluate the quality of the data generated by ATAC-seq. To date, there has not been a systematic evaluation of many of these variables, or of the QC measures employed. To facilitate a better understanding of how protocol choices impact QC metrics and the utility of the quality metrics themselves, we designed a series of experiments using a common cell line and a matrix of conditions: three reaction buffers (Omni, Nextera, and THS), two reaction temperatures (37 °C and 55 °C), two enzyme sources (in-house and commercial), and two fixation states (native and fixed). In addition, we tested the 12 native conditions in nuclei isolated from mouse lung tissue (also considering two different nuclei input numbers in this case).

We determined that Omni and Nextera buffers performed best across two different sample types, were largely interchangeable with each other (regardless of the other conditions), and that those buffers with reactions at 37 °C for native nuclei consistently provide the highest data quality. While we have not evaluated individual components here, one possible explanation for the differences observed in THS buffer at 55 °C in native nuclei is the presence of potassium in the buffer, which has previously been shown to affect chromatin compaction [27]. For fixed samples, 55 °C seemed to outperform 37 °C, except that the fraction of the library dedicated to mitochondrial reads was significantly higher at 55 °C. We were somewhat surprised by this observation, as some of our previous single-cell work (in Drosophila embryos, [20]) with fixed samples tagmented at 55 °C had very low mtDNA yields. The difference in species notwithstanding, this raises the possibility that washing the nuclei after tagmentation (prior to reverse crosslinking) may eliminate some of the contaminating mtDNA. It is also worth noting however that this higher mitochondrial burden may be desirable in some instances, given the recent demonstrations that mtDNA mutations can be used to trace cell lineage and infer pathogenic cell states [28–30]. In general, native samples allowed for the identification of more peaks than fixed samples, even at the same read depth. Finally, the differences between commercial enzyme and in-house enzyme were minor.

We also took the opportunity to evaluate how related individual QC metrics were, including: TSS enrichment, FRiP, sub-nucleosomal score, % mitochondrial reads, and estimated complexity. While there were correlations between them in certain conditions, the relationships were complicated and there are apparent interactions between the tested conditions that affect how these metrics are related. Fixation, temperature, and the use of THS buffer had the largest apparent effects on the QC metric relationships. Taken together, we recommend several metrics for evaluating any new samples, particularly TSS enrichment (which does not require an experimentally determined reference), FRiP (which is most directly related to peak calling), and %mito (which indicates the fraction of data generated that is informative), as these appeared the most informative in our experience. Sub-nucleosomal score in particular seems to be an inconsistent indicator of data quality. We suspected it might be useful for several reasons: (1) it was correlated with FRiP and TSS enrichment in our simulations (Fig. S2a), (2) the original ATAC-seq paper noted an enrichment of TSS-overlapping reads from sub-nucleosomal fragments [5], and (3) a common single-cell ATAC-seq analysis pipeline uses a related metric to filter out low-quality cells [31]. While we found sub-nucleosomal score correlated with FRiP and TSS enrichment within a condition, it was unreliable in our data across conditions and cell types (e.g. Fig. 2 and Fig. S6). Therefore, we do not recommend its use as a QC metric.

Finally, we noted that the choice of buffer and temperature had profound effects on the biology observed - skewing how well our data covered peaks of different functional classes and individual TF motifs. This discrepancy was not explained simply by power to detect individual peaks, as one of the methods we employed (chromVAR) was explicitly designed to control for this kind of confounding. Instead, it seems that the chromatin accessibility itself is affected by experimental choices, which influences the ability of Tn5 to insert. In light of this, researchers should take care in deciding on the appropriate protocol for their system and especially in comparing results from different studies.

There are several caveats to this work. The first is that we only evaluated conditions in one cell line and one tissue. It is likely that different cell types will be influenced by different components, and so researchers should consider trying several protocols when working with a new cell type. Second, because we tested so many conditions, we did not sequence each library as deeply as would be typical for biological experiments. We strove to design the downstream analysis to be robust to read depth, but it is possible that this influences some of our results.

## Conclusions

In summary, we have identified a set of preferred conditions for performing ATAC-seq (Omni or Nextera buffer at 37 °C in native nuclei) and recommend a set of QC metrics (rather than any individual one) for evaluating the data (including TSS enrichment, FRiP, and %mito). In addition, we provide a detailed protocol for working with formaldehyde-fixed samples updated for use with the Omni-ATAC modifications that we hope will be useful to the community. Finally, we have uncovered artifacts that may lead to subtle batch effects that should be taken into account when designing ATAC-seq experiments.

## Methods

### Cell culture conditions and fixation

The GM12878 cell line (Coriell Cell Repository) was cultured at 37 °C with 5% CO_2_ in RPMI 1640 medium (GIBCO, cat. no. 11875–093) containing 15% FBS (GIBCO, cat. no. 10437–028), 100 U/ml Penicillin Streptomycin (GIBCO, cat. no. 15140–122). Cells were counted and split to 300,000 cells/ml three times a week, and ~ 2 million cells were harvested on Day 4 after waking culture to perform ATAC-seq and all cells were harvested 1 week later for fixation. Each replicate of ATAC-seq data was generated with independent cell stocks, but the native and fixed datasets shared the same cell stocks.

On the day of fixation, cells were washed and resuspended in 9.2 ml of RPMI medium without additives, then crosslinked with 270 μl of 37% formaldehyde (1% final, VWR, cat. no. MK501602) for 10 min at room temperature. The fixation reaction was quenched by adding 500 μl of 2.5 M glycine (0.125 M final, Sigma, 50,046-50G) and incubated for 5 min at room temperature, and then on ice for 15 min. The fixed cells were collected and resuspended in the freezing buffer, which contains 50 mM Tris-HCI (pH 8.0, Invitrogen, cat. no. 15568025), 5 mM Magnesium Acetate (Sigma, cat. no. 63052), 25% glycerol (VWR, cat. no. RC3290–32), 0.1 mM EDTA (Fisher, cat. no. AM9260G), 5 mM DTT (Fisher, cat. no. P2325), 2% protease inhibitor (Sigma, cat. no. P8340). Then, 2 million cells per aliquot were flash frozen in liquid nitrogen for long-term storage.

### Tn5 production and purification

To produce the in-house Tn5, we adapted the strategy of using an N-terminal 6xHis-Sumo3 tag based on the protocol in [16]. First, we reconstructed an expression plasmid containing the sequences described in the original paper. We did so by using the pTXB1-Tn5 plasmid (Addgene #60240) as a template to amplify the Tn5 DNA with the primer sequences of 5′-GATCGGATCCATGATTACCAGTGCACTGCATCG-3′ and 5′-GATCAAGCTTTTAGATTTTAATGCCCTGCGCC-3′. The PCR product was digested with BamHI and HindIII, and then ligated into a pETM11-SUMO-SNCA-GFP plasmid (Addgene #107292) that had been linearized by the BamHI and HindIII digestion as well. This plasmid now containing Tn5 in-frame with the 6xHis-Sumo3 tag was then transferred to the BL21 (DE3) codon + RIL *E. coli* strain (Stratagene) for protein expression. The protein expression and purification process was a modification of protocol described in [16]. First, a single colony was picked from an agar plate to inoculate a starter culture in 50 ml of Luria Broth (LB) growth media with 30 μg/ml kanamycin and 34 μg/ml chloramphenicol. The starter was cultured at 37 °C overnight with shaking at 225 rpm. On the following day we monitored the growth of the culture by measuring optical density at 600 nm (OD_600_). When the OD_600_ of the starter culture reached 0.5, we diluted the culture in 1 L of Terrific Broth (TB) supplemented with 1% glucose and 0.4% glycerol to an OD_600_ of 0.05 in a 2.8 L flask. We then monitored the culture for ~ 2 h until it reached an OD_600_ of 0.5. At this point, the culture was transferred to 18 °C (shaking at 225 rpm) for 30 min. After equilibration, IPTG (final concentration of 0.2 mM) was added to the larger culture to induce expression of Tn5. After culturing overnight at 18 °C, cells were harvested by centrifuging at 14,000 r.c.f for 30 min at 4 °C, decanting the media, and frozen as a pellet at − 80 °C. Cell pellets were resuspended in running buffer (50 mM Tris pH 7.4, 800 mM NaCl, 20 mM imidazole, 1 mM TCEP and 10% glycerol) supplemented with protease inhibitors (final concentrations: 20 μM Leupeptin, 14 μM Pepstatin A, 2 mM PMSF), lysed by sonication (VirTis Virsonic 600) in the presence of 10 μg/ml Bovine Pancreatic DNase, cleared by centrifuging 30,000 r.c.f for 30 min at 4 °C, and the cell lysate was concentrated using an Amicon Ultra-15 Centrifugal Filter Unit (10,000 NMWL). The sample was then loaded on an equilibrated His-Tag purification column (HisTrap FF Crude 5 ml, Cytiva) on a Akta Pure chromatography system to collect Tn5 protein. After washing the column with running buffer, Tn5 was eluted off the column with elution buffer (50 mM Tris pH 7.4, 800 mM NaCl, 250 mM imidazole, 1 mM TCEP and 10% glycerol). Fractions were analyzed via SDS-PAGE and the fractions containing Tn5 were pooled. To remove the 6xHis-Sumo3 tag, we added the 6xHis-tagged SenP2 to the pooled elution fractions in a 1:1000 mass ratio and incubated overnight at 4 °C. The digested enzyme was loaded onto another His-Tag purification column to collect the untagged Tn5 as flow-through and remove SenP2. The digested Tn5 was then concentrated and equilibrated into a buffer containing 20 mM MES (2-(N-Morpholino)ethanesulfonic acid) pH 6 and 100 mM NaCl, and then further purified using cationic exchange (UNOsphere S-column) followed by size exclusion chromatography (Superdex® 200 Increase 10/300 GL, Sigma-Aldrich, cat. no. GE28–9909-44) equilibrated with SEC buffer (50 mM Tris pH 7.5, 800 mM NaCl, 10% glycerol, 0.2 mM EDTA, 2 mM DTT). Finally, the enzyme purity was checked via SDS-PAGE. Purified enzyme was diluted to 0.6 mg/ml in SEC buffer and then diluted 1:1 with 100% glycerol supplemented with 800 mM NaCl, for a final storage buffer concentration of 25 mM Tris pH 7.5, 800 mM NaCl, 0.1 mM EDTA, 1 mM DTT and 55% glycerol. The final product was stored at − 20 °C.

### Tn5 loading

The linker oligos Tn5ME-A, Tn5ME-B and Tn5MErev (Table 1) from [17] were ordered from IDT and resuspended in the annealing buffer containing 50 mM NaCl, 40 mM Tris-HCl pH 8.0 at a final concentration of 100 μM. The procedure of annealing linker oligos and loading them to Tn5 followed the protocol as described in [16]. Briefly, one volume of Tn5ME-A or Tn5ME-B was mixed with one volume of Tn5MErev, and then incubated with the following PCR program: 95 °C for 5 min; slowly cool down to 65 °C (0.1 °C/sec); 65 °C for 5 min; then slowly cool down to 4 °C (0.1 °C/sec). The annealed linker oligos were stored at − 20 °C. To load the Tn5, we added 1 μl of each annealed linker (50 μM) to 20 μl of the Tn5 stock (0.3 mg/ml), and incubated the oligo-Tn5 mixture at 23 °C for 30 min with shaking in an Eppendorf thermomixer at 350 rpm. The loaded Tn5 was stored at − 20 °C for no longer than 2 months before the experiment.

**Table 1:** The sequences of Tn5 linker oligos

Linker oligo	Sequence 5′ - > 3′
Tn5ME-A	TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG
Tn5ME-B	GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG
Tn5MErev	[phos]CTGTCTCTTATACACATCT

### ATAC-seq on native GM12878 nuclei

We adopted the general Omni-ATAC protocol [10] but modified the components according to our designs (Fig. 1A). All centrifuging steps were performed at 500 r.c.f for 5 min at 4 °C in a fixed-angle centrifuge, unless specified. In general, ~ 2 million native cells were collected and washed using 4 ml 1X PBS (pH 7.4, Gibco, cat. no. 10–010-023) supplemented with 0.04% BSA (PBSB), and then resuspended in 200 μl of ATAC-seq lysis buffer. Lysis buffer was made by supplementing ATAC resuspension buffer (RSB) with detergents (see below). RSB buffer is 10 mM Tris-HCl (pH 7.5, Invitrogen, cat. no. 15567027), 10 mM NaCl (Invitrogen, cat. no. AM9759) and 3 mM MgCl_2_ (Invitrogen, cat. no. AM9530G) in nuclease free water. RSB was made in bulk and stored at 4 °C long-term. On the day of the experiment, the ATAC lysis buffer was made by adding 0.1% IGEPAL (Sigma, cat. no. I3021), 0.01% digitonin (Invitrogen, cat. no. BN2006), and 0.1% Tween-20 (Bio-Rad, cat. no. 1610781) to RSB. Detergent percentages reported are final concentrations. After resuspending cell pellets in the lysis buffer, they were incubated on ice for 3 min, and then the lysis was stopped by adding 1 ml RSB containing 0.1% Tween-20. Nuclei were then centrifuged at 500 r.c.f for 10 min at 4 °C and resuspended in 200 ul of PBSB. The nuclei were counted and diluted to 3100 nuclei/μl with PBSB. Since the nuclei are sensitive to osmotic pressure and will inflate in Trypan blue solution, we found that adding nuclei to 2X Omni buffer (see Table 2) followed by adding 1 volume of Trypan blue improves the integrity of the nuclei for counting. 6.6 μl of diluted nuclei (20,460 total nuclei) were transferred to 12.4 μl of transposition reaction (10 μl 2X buffer (see Table 2 for detailed recipe for each buffer), 0.2 μl of 1% digitonin, 0.2 μl of 10% Tween-20, and 2 μl of H_2_O). We then added 1 μl of transposase to the transposition mix containing nuclei. Note that we had previously determined the relative efficiency of the two enzymes via qPCR (Fig. S13). Based on this titration, the in-house Tn5 was first diluted to 87 μg/ml with water and then 1 μl was added to the tagmentation reaction. 1 μl of the commercial enzyme was added as is. Tagmentation was carried out on a thermocycler at either 37 °C or 55 °C for 30 min. Tagmented DNA was cleaned up using Zymo DNA Clean and Concentrator-5 columns with 5X binding buffer (Zymo, cat. no. D4004). 5 μl of purified DNA out of 10 μl purified product was amplified in a 25 μl PCR reaction containing NEBNext PCR master mix (1X final), 0.5X SYBR Green and 1.25 μM of Ad1 primer from [5] and 1.25 μM of an N7 primer containing custom barcodes (Table S9). Samples were amplified on a Bio-Rad CFX Connect Real-time cycler using the following program: 72 °C for 5 min; 98 °C for 30s; cycling at 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min; samples were monitored and stopped when it appeared that their exponential amplification was leveling off. At this point the samples were allowed to incubate at 72 °C for an additional minute to fully extend the library. All native samples were stopped after 9 cycles and fixed samples were stopped after 10 cycles. PCR products were cleaned up with AMPure XP beads. A double size selection was performed to remove DNA fragments larger than ~ 1500 bp (with 0.4X AMPure XP beads) and smaller than ~ 100 bp (with 1.5X AMPure XP beads). To do this, we added 25 μl of Qiagen Buffer EB to each PCR reaction to bring the volume to 50 μl, and then added 20 μl of beads (homogenizing the mixture well by pipetting), followed by a 5 min incubation at RT. The samples were then put on a magnet stand to bind the beads. 68 μl of the supernatant was transferred to a new 1.5 ml tube and an additional 53 μl of beads were added to the supernatant and resuspended thoroughly (we estimated that 19.4 μl of the 68 μl transferred supernatant was bead buffer and 48.6 μl was sample, so to get to 1.5X beads for the second selection we needed to add an additional 72.9–19.4 μl of beads, which we rounded off to 53 μl). After another 5 min at RT, the samples were placed on the magnet to clear the beads and the supernatant was discarded. Beads were washed twice with 200 μl of 80% EtOH (made fresh for each experiment). After the second wash, the beads were briefly spun and any residual ethanol was removed. The beads were then put back on the magnet stand and air dried for 1 min. Then, beads were removed from the magnet and resuspended in 22 μl of Buffer EB, incubated for 2 min at RT and then placed on the magnet stand again. 20 μl of supernatant was transferred to a new tube. Following this AMPure size selection, the ATAC-seq libraries were quantified by Qubit 1X dsDNA HS Assay Kit and run on a 6% PAGE gel prior to sequencing.

**Table 2:** Recipes for buffers tested

Buffer	Recipe
2X Nextera	Purchased from Illumina (cat. no. 20034197)
2X Omni	20 mM Tris HCl (pH 7.5), 10 mM MgCl_2_ and 20% Dimethyl Formamide [10]
2X THS	66 mM Tris acetate (pH 7.8), 132 mM Potassium acetate, 20 mM Magnesium acetate, and 32% Dimethyl Formamide [11]

Buffer column provides the name used, and the Recipe column specifies final concentrations for a 2X buffer. For Omni and THS, the original source of the recipe is cited

### ATAC-seq on fixed GM12878 nuclei

The frozen, fixed cells (~ 2 million) were incubated in a 37 °C water bath until thawed (~ 1 min). After thawing, the cells stored in 1 ml freezing buffer were diluted with 3 ml of PBSB. The fixed cells were collected by centrifuging at 500 r.c.f for 10 min at 4 °C, resuspended again in 1 ml PBSB, and then centrifuged at 500 r.c.f for 5 min at 4 °C to wash the cells. Following washing, the nuclei were isolated and tagmented as described in the ATAC-seq protocol for native samples described above. After tagmentation, crosslinks were then reversed for the fixed, tagmented nuclei by adding 60 μl of reverse-crosslinking buffer containing 0.067% SDS and 1.33 mg/ml Proteinase K (Qiagen, cat. no. 19133) in Qiagen Buffer EB (final concentration of 0.05% SDS and 1 mg/ml Proteinase K) directly to the tagmentation reactions, and incubating the samples at 65 °C for 15 h in a thermomixer with shaking at 1000 r.p.m. Following crosslink reversal, tagmented DNA was purified, amplified and size-selected as described in the ATAC-seq protocol for native samples.

### Mouse lung dissection and storage

Mice were euthanized via exsanguination confirmed by cervical dislocation. All animal activity was approved by the University of Arizona IACUC. Whole mouse lungs were dissected from 3 male C57BL/6 J mice that were 24 weeks old. The dissected tissues were flash frozen in liquid nitrogen and then transferred to − 80 °C for long-term storage.

### Nuclei isolation from mouse lungs

The nuclei isolation procedure was performed following the single-nucleus isolation protocol described in [32]. In brief, we cut a ~ 0.1–0.2 g piece from the lung sample removed from − 80 °C and kept it on dry ice until use. The tissue block was thawed almost completely on ice for 1 min, and then injected with 1 ml of cell lysis buffer, which was made of 1x cOmplete protease inhibitor cocktail (1 tablet per 10 ml solution, Sigma-Aldrich, Cat. 11,836,153,001) in Nuclei EZ prep buffer (Sigma-Aldrich, Cat. NUC101), into the center of the tissue with a 30G needle and syringe. Following lysis buffer injection, the tissue was chopped into small pieces with scissors and then transferred along with the lysing buffer into a gentleMACS C tube (Miltenyi Biotec, Cat. 130–096-334). An additional 1 ml of lysing buffer was added into the C tube to make a final volume of 2 ml. The minced tissue was then homogenized using a gentleMACS tissue dissociator by running the ‘m_lung_01’ program followed by the first 20 s of the ‘m_lung_02’ program. After homogenization, tissue lysate was briefly centrifuged to reduce foam and then passed through a 40 μm cell strainer in a 50 ml tube. After passing the sample through, the strainer was rinsed with 4 ml of washing buffer (PBS with 1% BSA). The nuclei were counted with Trypan blue in the presence of 2X Omni buffer (see “ATAC-seq on native GM12878 nuclei” for details), and centrifuged at 500 r.c.f for 5 min at 4 °C. Then, we removed the supernatant and resuspended the nuclei to a concentration of 4–5 million nuclei/ml in a nuclei freezing buffer containing 50 mM Tris-HCI (pH 8.0, Invitrogen, cat. no. 15568025), 5 mM Magnesium Acetate (Sigma, cat. no. 63052), 25% glycerol (VWR, cat. no. RC3290–32), 0.1 mM EDTA (Fisher, cat. no. AM9260G), 5 mM DTT (Fisher, cat. no. P2325), and 2% protease inhibitor (Sigma, cat. no. P8340). 1 ml aliquots of the nuclei were flash frozen in liquid nitrogen and then transferred to a liquid nitrogen dewar for long-term storage.

### ATAC-seq on mouse lung nuclei

The mouse lung nuclei were removed from the liquid nitrogen dewar and thawed in a water bath at 37 °C for 1 to 2 min until only a tiny ice crystal remained. Then, we transferred the 1 ml of nuclei stored in freezing buffer to a 15 ml tube containing 3 ml RSB washing buffer (RSB supplemented with 0.1% Tween-20 and 0.1% BSA), centrifuged nuclei at 500 r.c.f for 10 min in a pre-chilled (4 °C) swinging-bucket centrifuge, and then removed supernatant. After supernatant removal, the nuclei were resuspended with 1 ml RSB washing buffer and then filtered with a 40 μm Flowmi Cell Strainer (SP BEL-ART, cat. no. 136800040) followed by centrifugation at 500 r.c.f for 5 min at 4 °C. Again, the supernatant was aspirated, and the nuclei were resuspended in 150 ul PBSB and then counted with Trypan blue as mentioned before. After counting, the nuclei were diluted either to a concentration of 20,000 nuclei per 6.6 ul or 1000 nuclei per 6.6 ul with PBSB, and then processed with 12 ATAC-seq protocols (3 tagmentation buffers by 2 transposition temperatures by 2 Tn5 enzymes) as described in the section describing “ATAC-seq on native GM12878 nuclei”, generating a total of 24 ATAC libraries for each replicate mouse lung. The sample barcodes used for each condition and replicate are listed in Table S9.

### Sequencing

The 96 ATAC-seq libraries of the GM12878 cell line and 72 libraries of mouse lungs were pooled separately and sequenced with 2 × 76 bp reads in two independent runs on an NextSeq 550 Platform using the High Output Kits.

### ATAC-seq data analysis

The specific programs (and their version) used in data analysis were as follows: Trimmomatic v0.36 [33], SAMtools v1.4 [34], Picard v2.20.2 [35], Bowtie2 v2.2.9 [35, 36], MACS2 v2.1.2 [24], bedtools v2.28.0 [24, 37], deepTools v3.5.1 [38], R v4.0.4 [39], DESeq2 [40], and chromVAR [26].

The paired-end reads were preprocessed using trimmomatic to trim the Nextera adaptors and low-quality reads with the parameter setting as “LEADING:3 TRAILING:3 SLIDINGWINDOW:4:10 MINLEN:20”. The trimmed reads were then mapped to either the hg19 human genome or mm10 mouse genome reference contingent upon the sample source using Bowtie2. The parameters “-X 2000” and “-3 1” were used to restrict the maximum fragment length of 2000 bp and trim 1 base from the 3′ end of each read before alignment (we found a perfect match between forward and reverse reads from a read-pair could lead to inaccurate library quality metrics). Following mapping, only the reads confidently (MAPQ ≥10) mapped to assembled nuclear chromosomes, and in proper pairs (we used the “-f3” and “-F12” options in SAMtools) were preserved for downstream analysis. Picard “MarkDuplicates” was then used to remove duplicate reads and estimate library complexity.

### Peak calling

To call peaks with deduplicated reads, we combined nuclear genome-mapped reads for all 4 replicates from the same condition and subsampled each combined file to the minimum number of reads observed for any condition (6,046,132). Then, MACS2 was used to call peaks with deduplicated bed files, considering a 200 bp window centered on the read start using the parameters ﻿"--nomodel --keep-dup all --extsize 200 --shift -100". Because each peak may have multiple summits (and will therefore be listed multiple times in the resulting peak bed file), the peaks output from MACS2 were then merged into a single peak set for each sample using bedtools “merge”. To examine the effects of deduplication on peak calling, we subsampled 6,254,654 reads (including duplicates) from each sample, which is the minimum number of reads observed for any condition, and then called peaks using MACS2 with the "--keep-dup auto" option. The peaks shared by two peak calling protocols and the peaks unique to each were identified by bedtools "merge" with the "collapse" function.

### Calculation of ATAC-seq QC metrics

#### FRiP

The FRiP score was determined using a merged peak set that combined two replicates of GM12878 DHS hotspots obtained from the ENCODE consortium (ENCFF235KUD and ENCFF491BOT) [23]. The reads overlapping the DHS peak reference were counted using bedtools “intersect” with “-u” option. Mitochondrial reads were removed before calculating FRiP.

#### TSS enrichment

The human and mouse TSS coordinates were obtained from the Gencode human reference v38 [41] and Gencode mouse reference vM23 [42], respectively. To build TSS references, we first collected the most upstream base (accounting for strand) of each transcript using a custom R script, and then only the TSSs of gene types and transcript types listing the following terms were included: “protein_coding”, “lncRNA”, “IG_C_gene”, “IG_D_gene”, “IG_J_gene”, “IG_LV_gene”, “IG_V_gene”, “IG_V_pseudogene”, “IG_J_pseudogene”, “IG_C_pseudogene”, “TR_C_gene”, “TR_D_gene”, “TR_J_gene”, “TR_V_gene”, “TR_V_pseudogene”, “TR_J_pseudogene”. We also excluded transcripts with a tag of “readthrough_transcript” or “PAR”. These filters were similar to the filtering strategy used by the 10X single-cell ATAC-seq pipeline [43]. The TSS enrichment score was calculated as defined by ENCODE [8]. Briefly, the read depth at each position of a 4000 bp window centered on the TSSs was calculated, and then normalized by dividing by the average read depth in the 100 bp at each end of this window in 1 bp bins. The TSS enrichment score was determined by the maximum value of the normalized read depth in the 200 bp upstream of the TSS.

#### Sub-nucleosomal score

The matrices of insert size distribution were created by Picard “CollectInsertSizeMetrics” using deduplicated reads. For the simulation results, insert sizes were actually calculated directly from the bed files. The sub-nucleosomal score is calculated by the ratio between the maximum fragment counts < 150 bp and the maximum fragment counts > 149 bp.

#### Estimated complexity

As described in ATAC-seq data analysis, the library complexity was estimated by Picard “MarkDuplicates” after filtering out unmapped and mitochondrial reads.

#### %mito

The percent mitochondrial reads was calculated by dividing the total number of reads mapping to the mitochondrial genome by the total number of reads after adaptor trimming (note that this calculation occurs before removing duplicate reads).

### Simulation of ATAC-seq QC metrics

The two replicates of GM12878 ATAC-seq data were downloaded as raw fastq files from the Omni-ATAC study ([10]; SRA accessions: SRR5427887 for GM12878-OmniATAC-RepA and SRR5427886 for GM12878-OmniATAC-RepB), and processed as described in the ATAC-seq data analysis section, except without optical duplicate detection during deduplication since the read names were not available in the raw fastq files. The deduplicated bam files from each replicate were merged using SAMtools "merge", and then converted into a single bed file to call peaks. The repetitive peaks resulting from different summits were further collapsed with bedtools “merge” to construct a master peak set. We then intersected the read pairs in the bed file with the master peak set to identify read pairs that overlapped peaks. The read pairs with at least one end overlapping the master peak set were assigned to the “signal” set and the read pairs with neither end overlapping the master peak set were assigned to the “background” set using bedtools “pairToBed”. Subsequently, we subsampled either “signal” reads or “noise” reads from these two sets and merged them to create a series of synthetic datasets with defined FRiPs (10 to 90% in 10% increments) and read depths (from 10 million to 50 million reads in 5 million read increments). Reads were kept in pairs during the subsampling process. For each of the synthetic datasets, we identified intrinsic peaks for each of them, calculated the FRiPs determined either by the master peak set (“aggregate FRiP”) or intrinsic peak set (“subsample FRiP”), and quantified TSS enrichment and sub-nucleosomal score as described in the calculation of ATAC-seq QC metrics.

### Functional enrichment analysis

#### ChIP-seq enrichment

For ChIP-seq enrichments, we downloaded all available unstimulated GM12878 ChIP-seq datasets that were designated as “good” quality by ENCODE [44]. The analysis for enrichments of overlap with ChIP-seq peaks for ATAC-seq peaks “missing” from each condition was performed with a hypergeometric test using the "phyper" function in R. The background rate of overlap was determined using a master ATAC peak set that merged all peaks called in each condition and filtered out any peaks only observed in one or two conditions. The bedtools "merge" function was used to merge peaks. Peaks that overlapped by even 1 bp were considered the same peak in this analysis. The *p*-value determined by the hypergeometric test was adjusted for multiple testing using the "BH" method [45] implemented in the "p.adjust" function in R. The adjusted p-value cutoff to determine significant enrichment was 0.05. The fold-enrichment for overlap with each ChIP-seq dataset was calculated by dividing the frequency of “missing” ATAC-seq peaks overlapped by ChIP-seq peaks in each condition by the frequency of ATAC-seq peaks overlapped by ChIP-seq peaks observed in the master peak set. Overlaps were determined by the bedtools "intersect" function.

To visualize the read density across ChIP-seq peaks, we first generated a coverage track (bigWig) for each condition that concatenated the deduplicated reads from all 4 replicates using the "bamCoverage" module from deepTools [38] with the following parameter settings: "--binSize 1; --normalizeUsing CPM". For read density plots, we standardized all ChIP-seq peak windows to a 4000 bp window centered at the midpoint of the peaks, and evaluated the read coverage across all those genomic regions using "computeMatrix" (deepTools). Regions with zero read depth across all ATAC-seq samples were excluded. The "plotHeatmap" function (deepTools) was used to visualize the read density at each region. Read density plots were sorted in descending order by the mean read density value per region.

For calculating enrichments for each sample, we calculated the number of reads overlapping with each ChIP-seq dataset using bedtools “intersect” with the “-u” option, and then divided these counts by the total number of reads that overlapped with any ChIP-seq peak set to calculate the FRiP-TF for each TF. The hierarchical clustering and heatmap visualization were generated using the "pheatmap" package in R and implementing the “ward.D2” clustering method.

#### Genome segmentation enrichment

A consensus merge of the genome segmentations produced by the ChromHMM and Segway software was obtained from ENCODE [46]. For each sample, the first base at the 5′ end of each read was intersected with the genome segmentation tracks using bedtools “intersect” to annotate the reads with one of the seven different segmentation categories. The number of reads within each category was divided by the total number of deduplicated reads for each sample.

### Principal component analysis

To create a common set of peaks for PCA, we combined all replicates from the same condition and downsampled them to 6,046,132 reads (the minimum number of unique reads observed for any condition) for each condition to call peaks with MACS2. After that, all peaks were merged together to form a non-overlapping peak set using bedtools “merge”. A peak-count matrix was then generated using deepTools “multiBamSummary” with peaks as rows and samples as columns. The count data was log_2_-transformed and normalized with respect to library size using the “rlog” function in DESeq2, and then the top 5000 most variable sites were used to conduct PCA. The log-transformed counts were also used to calculate pairwise sample correlation across all peak sites for hierarchical clustering and heatmap visualization of samples.

### ChromVAR

For chromVAR analysis, we resized all peaks identified from each condition to a uniform width of 500 bp, centered them at the summit, and removed overlapping peaks using the “readNarrowpeaks” function in chromVAR. A matrix of fragment counts per sample for each peak was then created with deduplicated reads, and used as an input for the chromVAR analysis pipeline. The human motifs were obtained from JASPAR core database and used to annotate the peaks. “Background” peak sets that comprise similar GC content and average accessibility for each peak were created and used to compute a bias-corrected deviation for each motif with the default chromVAR settings. Then, we used the bias-corrected deviation to cluster samples and identify significantly differentially accessible motifs for each cluster following the standard chromVAR pipeline. To visualize motif similarity, we performed t-SNE using the “deviationsTsne” function with “perplexity” equal to 10.

## Supplementary Information

**Additional file 1: Supplementary Table S1.** The QC metrics for both the GM12878 cell line and mouse lungs. Column 1 indicates the sample ID. Columns 2-4 show the ATAC components. Columns 5-8 specify the fixation state, nuclei input, replicate ID, and sample type. Columns 9-15 show the QC metrics.

**Additional file 2: Supplementary Table S2.**. Peaks identified in each ATAC-seq protocol in the GM12878 cell line. Column 1 lists the chromosome of each peak. Column 2 lists the start coordinate of each peak. Column 3 lists the end coordinate of each peak. Columns 4-7 list the conditions (fixation state, buffer, temperature, and enzyme) that peak was identified in.

**Additional file 3: Supplementary Table S3.** List of GM12878 ChIP-seq data. Column 1 (“TF”) indicates the name and source, if provided, of transcription factors. Column 2 lists the links for downloading each GM12878 ChIP-seq dataset.

**Additional file 4: Supplementary Table S4.** Hypergeometric tests. Column 1 (“TF”) indicates the name and source, if provided, of transcription factors. Columns 2 and 3 show the p value and adjusted p value calculated by Benjamini & Hochberg method. Column 4 indicates the fold enrichment. Column 5 shows the number of condition-specific “missing” peaks overlapping with each ChIP-seq data. Column 6 shows the number of “missing” ATAC-seq peaks in each condition. Column 7 indicates the number of background peaks overlapping with each ChIP-seq data. Column 8 shows the total number of background peaks for either native or fixed samples. Column 9 shows the number of ChIP-seq peaks. Columns 10-13 indicate the fixation state, buffer, temperature, and Tn5 enzyme, respectively. The “missing” ATAC-seq peaks were defined as the peaks that were observed in at least three other conditions, but not observed in the condition of interest. The background peaks indicate the peaks shared among at least three conditions and calculated separately for native and fixed samples. The fold enrichment for overlap with each ChIP-seq dataset was calculated by dividing the frequency of ATAC-seq peaks overlapped by ChIP-seq peaks observed in each condition (the ratio of Column 5 to Column 6) by the frequency of ATAC-seq peaks overlapped by ChIP-seq peaks observed in the background peak set (the ratio of Column 7 to Column 8).

**Additional file 5: Supplementary Table S5.** The matrix of FRiP-TF score in native samples and the clusters assigned to each ChIP-seq dataset. Column 1 (“TF”) indicates the name and source, if provided, of transcription factors. Column 2 lists the cluster membership for each TF. Columns 3-50 show the sample ID for each ATAC condition as listed in Table S1.

**Additional file 6: Supplementary Table S6.** The matrix of FRiP-TF score in fixed samples and the clusters assigned to each ChIP-seq dataset. Column 1 (“TF”) indicates the name and source, if provided, of transcription factors. Column 2 lists the cluster membership for each TF. Columns 3-50 show the sample ID for each ATAC condition as listed in Table S1.

**Additional file 7: Supplementary Table S7.** Differential motif deviation analysis results generated using chromVAR in native samples. Files contain results for differential deviation score tests between clusters for all motifs. Column 1 is the human motif ID from JASPAR CORE database; Column 2 shows the cluster of interest for each differential test; Columns 3 and 4 indicate the p value and adjusted p value calculated by the differentialDeviations function in chromVAR; Column 5 shows the difference between the mean of bias corrected deviations in the cluster of interest and the mean of bias corrected deviations in all other clusters.

**Additional file 8: Supplementary Table S8.** Differential motif deviation analysis results generated using chromVAR in fixed samples. Files contain results for differential deviation score tests between clusters for all motifs. Column 1 is the human motif ID from JASPAR CORE database; Columns 2 and 3 indicate the p value and adjusted p value calculated by the differentialDeviations function in chromVAR; Column 4 shows the difference between the mean of bias corrected deviations in 37°C samples and the mean of bias corrected deviations in 55°C samples.

**Additional file 9: Supplementary Table S9.** List of ATAC-seq primers used for PCR and corresponding samples for each barcode. The Nextera N5 primer (Ad1_noMX) and the N7 primer “Ad2.1” and other N7 primer sequences (besides the barcodes) were obtained from [5]. Column 1 (“Name”) indicates the name we used for each primer. Column 2 (“Barcode in Fastq”) shows the sequence returned by the sequencer for that particular primer. Column 3 (“Oligo”) shows the sequence of the primers. Columns 4-11 specify the sample ID, buffer, transposition temperature, enzyme source, fixation state, nuclei input, replicate ID, and sample type for each sample indexed by the corresponding barcode.

## Data Availability

ATAC-seq data generated for this study have been deposited in Gene Expression Omnibus (GSE174280).

## Abbreviations

ATAC-seq: Assay for Transposase Accessible Chromatin sequencing
FRiP: Fraction of Reads in Peaks
TSS: Transcription Start Site
TSS E: TSS enrichment
Sub-nuc: Sub-nucleosomal score
%mito: The percent of reads mapping to the mitochondrial genome
Comp: Library complexity
FRiP-ChIP: Fraction of Reads in Peaks from ChIP-seq data
FRiP-TF: Fraction of Reads in Peaks from ChIP-seq data for a specific TF
PCA: Principal component analysis
t-SNE: t-Stochastic Neighbor Embedding

How the deposited data were processed for this re-analysis (not part of the article)

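Chromatin accessibility was measured by ATAC-seq in nuclei of the human lymphoblastoid line GM12878 and of mouse lung. The GM12878 set holds 96 libraries: 24 conditions with 4 replicates each, from 3 buffers, 2 temperatures (37 °C and 55 °C), 2 sources of enzyme and native or fixed nuclei. The lung set holds 72 libraries: 12 native conditions, 3 mice, and inputs of 20000 and 1000 nuclei. Conditions and replicate numbers were taken from the sample labels and Table S1.

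According to the processing notes of the submitters, the authors trimmed reads with Trimmomatic 0.36, aligned them with Bowtie2 to hg19 or mm10, selected properly paired reads of sufficient mapping quality on assembled nuclear chromosomes with SAMtools 1.4, and removed duplicates with Picard 2.20.2. The authors made the deposited count table by calling peaks with MACS2 2.1.2 on the 4 pooled replicates of each condition, thinned to 6046132 reads, merging the peaks of all conditions with bedtools into a common set of 146339 peaks, and counting deduplicated reads per peak and library with deepTools 3.5.1. These are raw counts, with no normalization. The authors made the deposited deviation score of each of 386 motifs per library with chromVAR, as a deviation from the expected reads corrected by background peaks matched on GC content and mean accessibility; the range of the values shows that it is a fraction and not a z score, and it was multiplied by 100 here. The authors called lung peaks per library with MACS2, and the deposited lists give the fold enrichment over the local background as a ratio. The deposited lists also give, as written by the authors' peak caller, −log10 p and −log10 q of each peak. Whether lung reads were subsampled before the calls is not stated in the paper, so peak numbers were also taken relative to deduplicated reads.

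Peak positions were compared with an hg19 annotation, and a peak was called a promoter peak within 1000 bp of a TSS (20379 peaks; windows of 500 bp with 17276 and of 2000 bp with 24450 were alternatives). Of the common peaks, 10 share a word of 25 bases with the mitochondrial genome. Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, filter on low counts by condition, quasi-likelihood test with a term for each condition and contrasts that weight conditions equally), at an adjusted p below 0.05 and a change of at least 1.5-fold. The Benjamini-Hochberg method was used for all adjustments. A peak's fold change is that contrast, whereas its CPM are means over libraries. Levels in tables of single peaks are CPM after TMM normalization. Reads in peaks were divided by the deduplicated reads of Table S1, and this share correlated with the FRiP of Table S1, which used ENCODE peaks, at r = 0.9984 over 96 libraries. Shares, lung peak numbers (as log10) and correlations were tested by two-sided permutation, exact where the number of splits allowed it (735471 splits of 8 against 16 libraries) and otherwise with 100000 permutations, for which 1e-05 is the smallest possible p. Families held 11 comparisons of shares, 8 relations with %mito, 4 relations with detected peaks and 8 lung comparisons. Motif scores were tested with limma 3.58.1 at an adjusted p below 0.001. For detected peaks, pooled replicates were thinned to 6046132 reads and each peak tested against an even Poisson background over 2700000000 bp. Lung peaks with overlapping lines were merged with bedtools 2.31.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and data.table 1.17.8 were used for the other steps.

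Before the data were examined, the comparisons, the alternatives, the gene lists and the rule for naming single features were written down. That rule names, for each peak comparison, the 5 peaks with the largest rise and the 5 with the largest fall among those past the criteria, above the median height and with the same direction in every replicate number, and the highest peaks of each gene list. For motifs it names the 8 with the largest rise and the 8 with the largest fall, those named by the paper, and families of motifs. Some single features that the rule names are not reported here. The first lines of Tables S7 and S8 and the labels of Fig. 4 had been seen when it was written. The human lists hold 77 genes (B cell, NF-kB targets, interferon, housekeeping, T cell, myeloid, liver and neuron), of which 64 have a peak within 1000 bp of a TSS, and the mouse lists 66 genes (alveolar type 1 and type 2, endothelial, fibroblast, ciliated and club, immune, other tissues and housekeeping).

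The alternatives were the size factors of DESeq2 1.42.0, scaling by deduplicated reads, the Wald test of DESeq2, no filter on low counts, no fold threshold, replicate as a block, each replicate left out in turn, peaks counted without the top 1% or only in the 73250 peaks with higher mean counts, other transformations, other tests and thresholds for motifs, a stricter −log10 q of 5 for lung peaks, and the mouse as the unit. Leaving out peaks that share mitochondrial sequence, and permuting labels within each lung input, were added after the data had been seen. Groups were also compared with 100 random splits within replicate number.

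Replicate numbers were used as pairs because the Methods describe shared cell stocks. This was checked on the counts: after removal of condition means, libraries of the same number had a mean correlation of 0.02403 in native and 0.03825 in fixed nuclei, compared to -0.007989 and -0.01276 for different numbers, and 36 of 48 native and 42 of 48 fixed libraries were closest to their own number. No 2 columns of counts were identical. The tests were tested on simulated data with changes added to 200 peaks or 60 motifs. Of 2-fold changes, 29.85% were recovered for THS buffer at 55 °C in native nuclei, 61.19% between Omni and Nextera buffer in native nuclei, and 92.54% between temperatures in fixed nuclei, with 2, 5 and 9 calls among unchanged peaks. Lower depth in native THS libraries at 55 °C, with a median of 693719.5 reads in peaks, limits the precision of single peaks there.

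TSS enrichment, sub-nucleosomal score and complexity need aligned reads and were not recomputed. Coverage of ChIP-seq peaks and genome segments was left out since those sets were not used here, and the simulations of the paper, which need aligned reads, were left out too. chromVAR itself was not rerun.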

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

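For the peaks of THS buffer at 55 °C in native nuclei, the test of gains per deduplicated read, the use of separate libraries for predicted and observed changes, and the test of library size by log2 changes were chosen only after the results had been seen, as were the sign-flip test and the permuted labels for the lung inputs.

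Single libraries stood apart from others of their group in 4 of 36 groups tested, and chance alone marks about 1 in 20 groups. In fixed nuclei with the in-house enzyme at 37 °C, replicate 2 had 33.76% of reads in peaks in Nextera buffer, where the other replicates had 35.86 to 36.16%, and 29.06% in THS buffer, where the others had 31.68 to 32.01%. Replicate 2 was lowest in every fixed condition at 37 °C, so this is a shift of the replicate number and not of single libraries. Its mean was 34.74% in Nextera and Omni buffer (other numbers 36.15 to 36.53%) and 30.06% in THS buffer (31.53 to 32.24%). In lung with 1000 nuclei in Omni buffer at 37 °C, the in-house library of replicate 2 had 37970 peaks and the other 5 libraries 46233 to 50622. In THS buffer at 55 °C with 1000 nuclei, the in-house library of replicate 1 had 8903 peaks and the others 3590 to 5264. No explanation was tested for these libraries.

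Effects differed between groups in 5 tests. The effect of temperature on the share of reads in peaks differed between fixed and native nuclei by 29.9 percentage points (permutation p = 1e-05, the smallest possible). It differed for 197 of 386 motifs and for 13722 of 67214 peaks. In lung, the effect of temperature on log10 peak number at 1000 nuclei minus that at 20000 nuclei was -0.1635 (16 of 18 pairs lower), and for THS buffer at 55 °C it was -0.3514 (6 of 6 pairs lower), but with labels permuted within each input p was 0.2371 and 0.1473.

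Changes of peaks with THS buffer at 55 °C in native nuclei were weighed against technical explanations. Evenly spread background reads, which would dilute the signal, stay open for the pattern as a whole. The limits set beforehand were an r of 0.7 or more between predicted and observed change for them, and one below 0.3 against them. With prediction and change from the same libraries, r was 0.8388 (Spearman's rho 0.4741), which met the limit for them, and 87.87% of called peaks had the predicted direction. Sharing libraries raises this value. In a form chosen afterwards, the change predicted from replicates 1 and 2 of Nextera and Omni buffer was set against the one observed in replicates 3 and 4. That r was 0.6941 (rho 0.3819), just below 0.7. Most peaks that gained reads per deduplicated read rose by more than evenly spread background reads can give. Of 6049 such peaks called in replicates 1 and 2, a share of 0.7423 rose in replicates 3 and 4 by more, beyond 2 standard errors, than the log2 change of 0.4315 that such reads can give there at most (median 2.764). It was 0.722 of the 6245 peaks called in replicates 3 and 4 and tested in the others (limit 0.4373, median 2.978). The common set was called on the pooled replicates of every condition, this one included. The replicates of each test thus took part in choosing these peaks, which favored such an excess beforehand. Background reads that are not evenly spread were not modelled, so the test does not exclude background reads. GC content is argued against as the whole cause, since a share of 0.8936 of called peaks kept a 1.5-fold change within bins of GC content (98.78% of those higher, 73.89% of those lower). At equal depth the count fell to a share of 0.09751, below the 0.5 set beforehand for library size as the cause. Only 16235 peaks remained testable, so the role of library size for the count stays open. Among peaks tested at both depths, for which no limits had been set beforehand, the share was 0.531. Over the peaks that stayed testable, log2 changes at equal depth in replicates 3 and 4 correlated with those at full depth in replicates 1 and 2 at r = 0.7377. This lies just above a limit of 0.7 written after the results had been seen. It argues against depth as the source of the changes of these peaks only. They include 3339 of the 18182 called peaks, and for the others the role of depth stays open. No biological explanation was tested.

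The gain of promoter peaks at 55 °C in fixed nuclei could follow from the GC content of peaks. Within bins of GC content, the difference between promoter and other peaks was a share of 0.1176 of the unadjusted log2 difference of 1.027 (0.1433 to 0.1669 per replicate number). Peak height and background reads are argued against, as the share kept within bins of height was 1.009 and background reads predict -0.001016 of the difference. Promoters are rich in G and C (median 61.57%, other peaks 43.14%), so a preference for promoters and one for GC-rich sequence remain open, and no biological explanation was tested.

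The low number of lung peaks in THS buffer at 55 °C with 1000 nuclei was set against sequencing depth. The 6 libraries lay on average -8.995 residual SD from the line of peak number on depth of the Nextera and Omni libraries (-10.58 to -6.58), which argues against depth as the cause. No biological explanation was tested, and a loss of signal to background reads could not be measured from peak lists.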

How the results depend on the processing

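Of the peak comparisons simulated, that of THS buffer at 55 °C in native nuclei recovered the fewest changes, with 5.97% of 1.5-fold changes. The cause of this low recovery was not tested. Of alternatives set against single named peaks and motifs, 615 kept direction and side of the threshold, 34 kept direction but no longer passed, and none reversed. The results not named here kept both, or stayed within 1.5 times their count. Where a value below moved, the cause was not tested. Leaving out mitochondrial copies, permuting labels within inputs and permuting labels within the other factors were chosen after the data had been seen. The merged lung lines are identical to the reported peaks and so test nothing, and the rank test and cell means were not run for the motif interaction.

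Without a fold threshold, the counts of peaks were 24866 (55 against 37 °C, native), 6279 (THS, 37 °C, native), 14 (enzyme, native), 25226 (55 against 37 °C, fixed), 12 (THS, 55 °C, fixed) and 5 (enzyme, fixed). Scaled by deduplicated reads, they were 65076 (55 against 37 °C, native), 66729 (THS, 55 °C, native), 5 (enzyme, native), 338 and 29 (THS, 37 and 55 °C, fixed) and 50771 (interaction). Without a filter on low counts, they were 23696, 31719 (THS, 55 °C, native), 31822 (55 against 37 °C, fixed), 31 and 10 (THS, 37 and 55 °C, fixed), 2 (enzyme, fixed) and 58278 (fixed against native). With DESeq2, 0 peaks passed for the enzyme in native nuclei (2 in edgeR, 5906 at an unadjusted p below 0.05) and 21356 for the interaction. Without mitochondrial copies, 7 of the 13 THS peaks at 37 °C in fixed nuclei and 1 enzyme peak in native nuclei passed.

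Without the top 1% of peaks, the share of reads in peaks differed by 0.9568 between temperatures in fixed nuclei and no longer passed, and by -0.4659 for THS buffer at 37 °C in native nuclei, reversed from 1.09. With labels permuted within the other factors, the difference of -2.047 between the enzymes in native nuclei passed, and the other 10 comparisons of this share stayed on the same side. With replicate as a block, 45 of 46 summary results kept direction and side of the threshold. The exception is the relation with %mito for THS buffer at 37 °C in native nuclei (0.8343), where permutation within replicate numbers allows no p below 0.125. In fixed nuclei that relation moved to 0.8422 for THS buffer at 37 °C, 0.6246 for Nextera and Omni buffer at 55 °C and -0.9543 for THS buffer at 55 °C, and none of these passed.

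Motifs passing for Nextera and Omni at 37 °C numbered 196 with cell means and 196 at an adjusted p below 0.05; at 55 °C 71 with the unequal-variance test, 119 with cell means and 121 at 0.05; for THS buffer at 37 °C 101, 145 and 122, and 55 with a rank test. Average linkage placed 83.33% of native libraries. The share of the first component was 25.5% over all peaks, 81.6% with log2 CPM and 85.45% with rlog in native nuclei, and 12.63, 22.7 and 36.8% in fixed nuclei. The lowest r was 0.53 with log2 CPM and 0.8914 with rlog in native nuclei and 0.9451 with rlog in fixed nuclei, and the highest 0.9392, 0.9801 and 0.9746. Detected peaks had medians of 53561.5 (native) and 52038 (fixed) at 10 reads or more, and 77510 (fixed) at an adjusted p below 0.001.

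With the mouse as the unit, no lung comparison passed (ratios 0.6201, 0.3481 and 0.8041 at 20000 nuclei, 0.4256 and 0.155 at 1000), because 3 mice allow no p below 0.25. Relative to deduplicated reads, the ratio for THS buffer at 37 °C was 1.041 and for the enzyme 0.932, both reversed, as was the difference in spread between inputs, 0.04638. With labels permuted within inputs, the differences of -0.1635 and -0.3514 did not pass. With a 500 bp window, 0% of T cell and 0% of liver peaks passed for THS buffer at 55 °C in native nuclei.

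With each replicate left out in turn, motifs passing ranged from 69 to 77 (Nextera and Omni, 37 °C), 19 to 26 (55 °C) and 0 to 1 (THS, 37 °C), and peaks passing from 0 to 1 (Omni against Nextera, fixed), 3 to 8 (THS, 55 °C, fixed), 1 to 2 (enzyme, fixed) and 2 to 5 (enzyme, native). Detected peaks in fixed nuclei ranged from 88550.5 to 91572.5, the highest r from 0.8934 to 0.8966 (fixed) and 0.9513 to 0.9538 (native), the lowest from 0.6553 to 0.6796 and 0.5926 to 0.6112, and the first component from 26.1 to 29.14% and 82.55 to 84.86%. Shares of reads in peaks differed by -6.342 to -5.84 for fixed against native nuclei (not past the threshold without replicate 2) and by -0.08925 to 0.7512 for Omni against Nextera buffer in native nuclei (reversed without replicate 2). The relation with %mito ranged from 0.6166 to 0.7496 (Nextera and Omni, 37 °C, fixed; not past without replicate 1 or 2), from 0.8034 to 0.8989 (THS, 37 °C, native; not past in any) and from -0.8434 to -0.3374 (THS, 55 °C, fixed; past without replicate 3). The spread between lung inputs differed by -0.04178 to 0.01289, reversed without replicate 2, and clustering placed 83.33 to 100% of native libraries, fewest without replicate 4.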

Differences from the paper's values

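Across native libraries, the lowest Pearson's r was 0.592 where the paper's value is 0.88, and the highest was 0.9533 where the paper's value is 0.98. With rlog, one of the alternatives set before the data were examined and the transformation the Methods name, they are 0.8914 and 0.9801, which lie within the jackknife error over replicates, and with log2 CPM, all peaks or a replicate left out they do not. Across fixed libraries, the lowest was 0.6589 (the paper's value is 0.91) and the highest 0.8972 (the paper's value is 0.96), and these differ under all alternatives set before the data were examined, rlog included (0.9451 and 0.9746).

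Counts of motifs are said to differ where one is more than 1.5 times the other. For Nextera and Omni buffer at 55 °C in native nuclei, 36 motifs were higher (the paper's count is 59) and 6 lower (the paper's count is 12) at the paper's threshold of 0.001. With the unequal-variance test, set before the data were examined, the counts equal the paper's. Cell means give 82 higher motifs, within 1.5 times the paper's count, and 37 lower, which is not, and with the replicate block, an adjusted p below 0.05, the rank test or a replicate left out both counts differ. For THS buffer at 37 °C, 13 were higher (the paper's count is 80) and 6 lower (the paper's count is 21). The unequal-variance test gives the paper's counts here too. An adjusted p below 0.05 gives 94 and 28, which are not equal to the paper's counts but within 1.5 times of them, cell means give 110, within 1.5 times, and 35, which is not, and the rank test gives 42 and 13, which both differ, as they do with the replicate block or with a replicate left out.

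The paper names THS buffer at 55 °C with the in-house enzyme as the native condition with the fewest peaks. Here it was the commercial enzyme (48132 against 51046), on detected common peaks and not newly called ones, and without replicate 2 it was the in-house enzyme. The condition with the most peaks matched in fixed nuclei. It also matched in native nuclei, but there Omni buffer at 37 °C with the commercial enzyme had the most at an adjusted p below 0.001, without replicate 1 and without replicate 2.

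The paper reports a larger variance between lung replicates at 1000 nuclei in its quality metrics. The SD of log10 peak number, another measure, was 0.0686 at 1000 and 0.0917 at 20000 nuclei. Relative to deduplicated reads it was 0.0856 and 0.0392, the direction of the paper's statement.

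The paper states that THS buffer separated from the others on the second component in fixed nuclei. Here buffer explained 9.27% of that component, 32.9% with log2 CPM and 46.9% with rlog.

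The paper describes more coverage of CTCF sites at 55 °C in fixed nuclei, from ChIP-seq peaks. The CTCF motif score, a different measure, was 1.20% higher at 37 °C and did not pass (adjusted p = 0.00433 in limma).

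The paper reports that many peaks of THS buffer at 55 °C in native nuclei were not found in other conditions. On the common set, 90.79 and 90.59% of its detected peaks were found in at least 3 conditions, fewer than in the other native conditions. Of all 146339 common peaks, 123551 were detected in at least 3 native conditions, so high shares were largely given beforehand. Peaks were not newly called, and the shares cannot test the paper's statement.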

Other observations

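No test in this part was chosen after its result had been seen. In THS buffer at 55 °C in native nuclei of GM12878, 1 of 6 peaks of T cell genes fell, and 1 of 2 myeloid, 1 of 3 liver and 1 of 3 neuronal peaks rose (2 liver peaks when adjusted over the list alone). The T cell peak that fell was 1 of 2 at LCK, a kinase of the T cell receptor (log2 change -0.78, adjusted p = 4.58e-05 in edgeR). In fixed compared to native nuclei, all 3 neuronal peaks, 2 of 4 T cell peaks and 1 of 2 myeloid peaks fell, and 1 of 2 liver peaks rose. SYT1, of the neuronal list, had 7.91 ± 5.40 CPM in fixed and 24.8 ± 27.4 in native nuclei (SD, n = 48 each; log2 change -1.27), and TTR, a carrier of thyroid hormone made in liver, had a log2 change of 0.74. At 55 °C in fixed nuclei, 1 of 3 T cell, 1 of 2 myeloid and 1 of 1 neuronal peaks rose, and the 1 liver peak tested did not pass.

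In mouse lung at 20000 nuclei, 71.7% ± 19.65 of 6 genes of ciliated and club cells had a peak in libraries outside THS buffer at 55 °C (SD, n = 30), and 11.1% ± 13.6 in that condition (SD, n = 6). Of 7 genes of other tissues, 7.62% ± 9.735 and 7.14% ± 7.825 had one. At 1000 nuclei the shares in that condition were 2.08% ± 5.10 of fibroblast genes and none of immune genes. Outside it and in it, the shares of ciliated and club genes were 58.9% ± 19.9 and 0, of other tissues 9.05% ± 9.55 and 0, and of alveolar type 1 genes 66.7% ± 16.9 and 2.38% ± 5.83. Promoters made up 55.6% ± 10.4 of lung peaks in THS buffer at 55 °C with 20000 nuclei (SD, n = 6) and 33.4% ± 3.88 in the others (SD, n = 30). Of the peaks of a library, 34.64% ± 20.59 and 57.19% ± 7.65 were found in both other mice in the same condition. In THS buffer at 55 °C this share was 21.72% ± 1.69 over the libraries of replicates 1 and 3, whose peaks still had to be found in replicate 2. The lists of replicate 2 hold 5617 and 9000 peaks there, which limits the share.

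Across tested peaks, the log2 change of fixed against native nuclei fell with GC content (r = -0.8441), as a relation over peaks that are not independent. For 55 against 37 °C r was 0.8647 in fixed and 0.3461 in native nuclei.

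The numbers of called peaks were compared with 100 splits of the libraries within replicate number, the real split included, on 1000 peaks. Chance is unlikely where only 1 of the 100 splits, the real one, gave as many calls. This held for temperature in native nuclei (193 calls, 80 in the highest other split) and in fixed nuclei (402 and 119). It also held for THS buffer in native nuclei at 37 °C (43 and 4) and at 55 °C (255 and 157), fixed against native nuclei (544 and 73) and the interaction (202 and 57). Where the real split gave no call on these 1000 peaks, the other splits decide nothing about chance, since none can give fewer: Omni against Nextera buffer in native nuclei (0 and 1) and in fixed nuclei (0 and 1), the enzyme in native (0 and 1) and in fixed nuclei (0 and 1), and THS buffer in fixed nuclei at 37 °C (0 and 0) and 55 °C (0 and 2), all in edgeR.

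For motifs no other split gave any call in limma. The real splits gave 106 for Nextera and Omni buffer at 37 °C, 42 at 55 °C, 249 for THS buffer at 55 °C and 19 at 37 °C. They gave 208 for temperature in fixed nuclei and 197 for the interaction, each with 0 as the highest other. The real differences between conditions stay in the residual spread of a drawn split. Calls were therefore unlikely there, and these counts do not exclude chance.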
